# Identification of miRNAs with potential roles in regulation of anther development and male-sterility in *7B*-*1* male-sterile tomato mutant

**DOI:** 10.1186/s12864-015-2077-0

**Published:** 2015-10-28

**Authors:** Vahid Omidvar, Irina Mohorianu, Tamas Dalmay, Martin Fellner

**Keywords:** *7B*-*1* mutation, *Solanum lycopersicum*, Male-sterility, Abiotic stress, Another development, Meiosis

## Abstract

**Background:**

The *7B*-*1* tomato line (*Solanum lycopersicum* cv. Rutgers) is a photoperiod-sensitive male-sterile mutant, with potential application in hybrid seed production. Small RNAs (sRNAs) in tomato have been mainly characterized in fruit development and ripening, but none have been studied with respect to flower development and regulation of male-sterility. Using sRNA sequencing, we identified miRNAs that are potentially involved in anther development and regulation of male-sterility in *7B*-*1* mutant.

**Results:**

Two sRNA libraries from *7B*-*1* and wild type (WT) anthers were sequenced and thirty two families of known miRNAs and 23 new miRNAs were identified in both libraries. MiR390, miR166, miR159 were up-regulated and miR530, miR167, miR164, miR396, miR168, miR393, miR8006 and two new miRNAs, miR#W and miR#M were down-regulated in *7B*-*1* anthers. Ta-siRNAs were not differentially expressed and likely not associated with *7B*-*1* male-sterility. miRNA targets with potential roles in anther development were validated using 5′-RACE. QPCR analysis showed differential expression of miRNA/target pairs of interest in anthers and stem of *7B*-*1*, suggesting that they may regulate different biological processes in these tissues. Expression level of most miRNA/target pairs showed negative correlation, except for few. In situ hybridization showed predominant expression of miR159, *GAMYBL1*, *PMEI* and *cystatin* in tapetum, tetrads and microspores.

**Conclusion:**

Overall, we identified miRNAs with potential roles in anther development and regulation of male-sterility in *7B*-*1*. A number of new miRNAs were also identified from tomato for the first time. Our data could be used as a benchmark for future studies of the molecular mechanisms of male-sterility in other crops.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2077-0) contains supplementary material, which is available to authorized users.

## Background

The spontaneous *7B*-*1* mutant in tomato (*Solanum lycopersicum* cv. Rutgers) is a photoperiod-dependent male-sterile line, where in long days flowers are male-sterile with stamens that are shrunken and produce non-viable microspores [1]. In short days, flowers are fertile and produce normal stamens and viable pollen. A proteomic study suggested that microsporogenesis in *7B*-*1* breaks down prior to the meiosis in microspore mother cells (MMCs), which was associated with altered levels of several important proteins involved in tapetum degeneration and MMCs development [2]. Compared to the WT, *7B*-*1* has a higher tolerance to various abiotic stresses, specifically under blue light, is less sensitive to light-induced inhibition (i.e., de-etiolation) of hypocotyl growth, to blue light-induced stomata opening [3], and has an elevated level of endogenous ABA, but less GAs, IAA, and CKs [4–6]. Fellner and Sawhney, [5] demonstrated that there was a defect in blue light perception in *7B*-*1*, which affected hormonal sensitivity and their endogenous levels. This information adds on to the fact that the *7B*-*1* is a complex mutation with its primary effect still unknown. As a stress-tolerant male-sterile mutant, *7B*-*1* is a valuable germplasm for hybrid tomato breeding [7].

Recent studies have documented important regulatory functions of sRNAs in plant growth and development. There are two main types of sRNAs based on their biogenesis: small interfering RNAs (siRNAs), and microRNAs (miRNAs). siRNAs are processed from perfectly double-stranded RNA (dsRNA) and comprise different classes; those produced from dsRNA synthesized by RNA dependent RNA polymerase 6 (RDR6) (*trans*-acting or ta-siRNAs) [8, 9], by RDR2 (heterochromatin siRNAs) [10], or by overlapping antisense mRNAs (natural antisense siRNAs) [11]. While ta-siRNAs target mRNAs similarly to miRNAs, heterochromatin siRNAs cause DNA methylation and/or heterochromatin formation that lead to transcriptional gene silencing [12].

Ta-siRNAs play essential roles in regulating plant development, metabolism and responses to biotic and abiotic stresses [13]. Four families of *TAS* genes comprising eight loci have been identified in *Arabidopsis thaliana*, among which miR173 targets both *TAS1a*/*b*/*c* family and *TAS2* locus, miR390 targets *TAS3a*/*b*/*c* family, while miR828 triggers the production of *TAS4*-derived ta-siRNAs [14–16]. *TAS3a*-derived tasi*ARFs*, 5´D7(+) and 5´D8(+), target several *ARFs*, including *ARF2*, *3* and *4* [14, 17], which were proposed to act as suppressors in auxin signaling pathway [18]. Recently, a fifth *TAS* family (*TAS5*) was identified from tomato, which is triggered by miR482 [19].

Plant miRNAs are typically 21 nucleotides (nt) long, which are derived from single-stranded RNA transcripts that have the ability to fold into imperfect stem-loop secondary structures. These hairpins are processed by the ribonuclease III-like enzyme Dicer (DCL1) into miRNA/miRNA* duplexes. One of the strands of the miRNA/miRNA* duplex (usually mature miRNA) is incorporated into the RNA induced silencing complex (RISC), which guides the RISC to recognize target mRNA based on sequence complementarity. Mature miRNAs suppress the expression of their target genes by cleavage of the target mRNAs or translational repression [20]. Many plant miRNAs are conserved among species and have been implicated in processes, such as development, signal transduction, abiotic stress tolerance, and resistance to pathogens [21–23]. High-throughput sequencing was first used to identify tomato sRNAs, including miRNAs from young green fruits and more recently from several developmental stages of the fruits [24–27].

Recently, there is a growing interest towards understanding the role of miRNAs in regulation of male-sterility in plants. Even though there is no evidence that any miRNAs directly cause male-sterility in plants, it was suggested that miRNAs and their target genes play important roles in regulation of male-sterility. Wei et al., [28] identified several conserved and new miRNAs, which were differentially expressed during anther development in a male-sterile cotton mutant. These miRNAs targeted *HD*-*Zip III*-like, *ARF4*, *AP2 and ACC oxidase 3* genes, which are key genes involved in hormone signaling, cell patterning, and anti-oxidant metabolism.

Zhang et al., [29] reported that miR156, miR159, miR164, miR166, miR172 and miR319 were differentially expressed in sporogenous cell, MMCs and microspores between a male-sterile cotton and its maintainer line. The predicted targets for these miRNAs were involved in cotton growth and development, signal transduction and metabolism pathways. Jiang et al., [30] identified 15 miRNAs, which were differentially expressed in pollens of a male-sterile line of *Brassica campestris* and its wild type. There are increasing evidences showing that the function of miRNAs, including miR156, miR159, miR164, miR167, miR172 and miR319 is crucial during flower development and microsporogenesis [31–33]. MiR159 directs the cleavage of *GAMYB*-related transcripts, which are involved in regulation of anther development and microsporogensis [34, 35]. Overexpression of miR159 in *Arabidopsis thaliana* resulted in sterile anthers [36]. MiR167 targets *ARF6*/*8*, which regulate ovule and anther development [31]. In *Arabidopsis thaliana*, overexpression of miR167 led to male-sterility [37]. Mutation in a sRNA locus in rice which produced a 21-nt sRNA has led to environment-conditioned male-sterility [38].

sRNAs in tomato have been mainly studied in fruits development and ripening process, and no report has yet documented their involvement in regulation of male-sterility. The main goal of our study was to investigate whether sRNA biogenesis is affected by *7B*-*1* mutation, and if sRNAs, particularly miRNAs, are associated or involved in anther development and regulation of male-sterility in *7B*-*1*. Known and new miRNAs, ta-siRNAs and their targets were identified and their expressions were studied in *7B*-*1* and WT anthers. Targets of miRNAs with potential roles in anther development and microsporogenesis were validated using 5′-RACE and localization of miRNAs was further analyzed by in situ hybridization.

## Results

### Deep sequencing of sRNAs

Anthers from the flower buds at three stages of pre-meiosis, meiosis, and post-meiosis (stages 1, 2, and 3) were dissected and pooled as described by Sheoran et al., [2]. Two sRNA libraries were constructed from WT and *7B*-*1* pooled anthers and sequenced, which produced about 108 and 52 million raw reads, respectively. 

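Total RNA from anthers of the 3 stages was pooled for each genotype, and 1 sRNA library was sequenced from WT and 1 from 7B-1. The authors deposited, for each library, unique sequences with the adaptors removed and the number of reads counted for each, without normalization. The gel fraction was 18 to 40 nt by the paper and 18 to 28 nt by the sample labels, which also give meiosis as the stage where the paper pooled 3 stages. The WT library held 41535175 reads of 2608286 unique sequences, and the 7B-1 library held 17760060 reads of 1825846 unique sequences. All deposited sequences were 21 to 42 nt long. These totals are 91.8% and 92.2% of the paper's adaptor-removed totals in Table 1 (45255262 and 19253757 reads), and they exceed the paper's genome-matched totals (28187399 and 12010196 reads), so the deposited reads were not restricted to those matching the genome. No genome was used here, so reads were compared by exact sequence and normalized to the genome-matched totals of Table 1. A sequence had to reach 3 reads to be told from 0, which is 1.28 reads per 12000000 genome-matched reads in WT and 3.00 in 7B-1. The WT library was 2.35 times as deep as the 7B-1 library. With 1 library per genotype, no difference between the genotypes in these sequencing data has a replicate check. Intervals below compare the 2 libraries, not the genotypes, and cover counting error only, because PCR reads without molecular identifiers are not independent molecules.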

After adaptor trimming, reads were mapped to the tomato (cv. Heinz) genome with no mis-matches allowed (Table 1). Size class distribution of total and unique sRNAs and their complexities in each library is presented in Fig. 1. 

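In WT, 6824387 reads were 21 nt, 2004083 were 22 nt, 1384067 were 23 nt and 3011359 were 24 nt. In 7B-1, the same classes held 3838077, 807157, 563105 and 1683768 reads. The 24-nt class made up 7.25% of the WT reads (95% Wilson interval 7.24% to 7.26%) and 9.48% of the 7B-1 reads (9.47% to 9.49%). Unique sequences of 21 nt numbered 131926 in WT and 90267 in 7B-1, and those of 24 nt numbered 654885 and 569651. The ratio of WT to 7B-1 reads was 1.78 at 21 nt, 2.48 at 22 nt, 2.46 at 23 nt, 1.79 at 24 nt and 2.44 at 25 nt. Without the reads that contain GGACCAGGCTTCATTCC, the ratio at 21 nt was 2.44, and at 24 nt it stayed at 1.79. That core occurs in sequences annotated as miR165 and as miR166, and its reads are called miR165 and miR166 reads here.

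**Figure D1:**
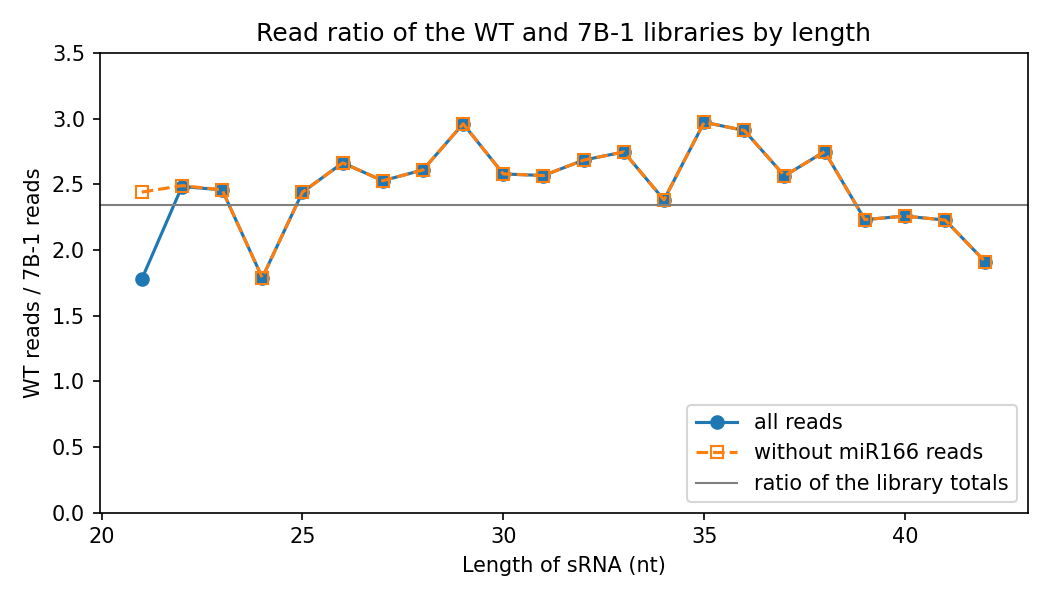
Ratio of WT reads to 7B-1 reads (y axis) for sRNAs of each length in nt (x axis), for all reads (circles) and without miR165 and miR166 reads (squares); the grey line is the ratio of the library totals, 2.34. The ratio at 24 nt is 1.79 in both series, and the ratio at 21 nt is 1.78 with all reads and 2.44 without miR165 and miR166 reads.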

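Reads of 21 to 24 nt made up 31.8% of all deposited WT reads (95% Wilson interval 31.8% to 31.9%) and 38.8% of all deposited 7B-1 reads (38.8% to 38.8%). Reads of 31 to 42 nt made up 50.2% and 45.2%. Among reads of 21 to 30 nt, the lengths up to 30 nt that Fig. 1 plots, those of 21 to 24 nt made up 63.9% in WT and 70.8% in 7B-1. Set against the genome-matched totals, reads of 21 to 24 nt could make up at most 46.9% in WT and 57.4% in 7B-1, if each of them matched the genome. Of the unique sequences of 21 to 30 nt, 67.2% in WT and 71.3% in 7B-1 were 21 to 24 nt long. Of all unique sequences, 43.2% in WT and 48.4% in 7B-1 were 21 to 24 nt long.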

The majority of sRNAs in both *7B*-*1* and WT libraries were 21–24 nt, and formed a bi-modal size distribution typical for plant sRNAs. In general, the peak represented by 24-nt size class is greater than the 21-nt class as reported in several plant species [25, 26, 29, 39–42] with a few exceptions, as in grapevine, where the 21-nt class was more abundant than the 24-nt class in total read numbers, but not at unique read level [43], and in *Brassica juncea*, where the 21-nt class had the major peak in total and unique reads [44].

**Table 1:** Statistics of sRNA reads

Type	WT anthers		*7B*-*1* anthers	
	Total	Unique	Total	Unique
Raw reads	108,515,964		52,194,436	
Quality filtered	108,322,391		52,054,239	
Adaptor removed	45,255,262		19,253,757	
Genome matched	28,187,399	2,062,422	12,010,196	1,018,385
rRNA	1,171,580 (4.16 %)	6,480 (0.31 %)	466,773 (3.89 %)	4,796 (0.47 %)
tRNA	2,218,468 (7.87 %)	8,460 (0.41 %)	656,434 (5.47 %)	5,911 (0.58 %)
snoRNA	117,074 (0.42 %)	2,958 (0.14 %)	58,061 (0.48 %)	2,277 (0.22 %)
snRNA	107,893 (0.38 %)	8,235 (0.40 %)	46,202 (0.38 %)	5,783 (0.57 %)

**Fig. 1:**
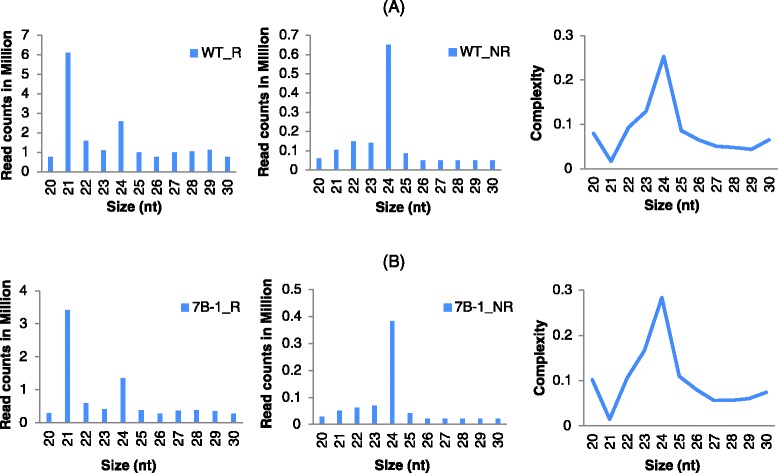
Size distribution of redundant (R) and non-redundant (NR) sRNA reads and their complexity in WT (panel **a**) and *7B-1* (panel **b**) anthers

In our study, the 21-nt class had a bigger peak than 24-nt class in total reads in both libraries; however, for the non-redundant distribution, the 24-nt class had the major peak in both libraries. 

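Reads of 21 nt outnumbered reads of 24 nt by a ratio of 2.27 in WT (95% interval 2.26 to 2.27, from the Wilson interval of the share) and 2.28 in 7B-1 (2.28 to 2.28). Among unique sequences, the ratio of 21 nt to 24 nt was 0.201 in WT (0.200 to 0.203) and 0.158 in 7B-1 (0.157 to 0.160). The alternative that moved the ratio of total reads most was leaving out the miR165 and miR166 reads, which gave 0.658 in WT and 0.482 in 7B-1, so that 24-nt reads were then the more numerous class in both libraries.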

Two key distinguishing features of sRNA libraries are the size distribution and population complexity as defined by the ratio of unique/total reads. The lower complexity of the 21-nt class in comparison to the 24-nt class in our study indicated that a relatively small number of unique reads were highly expressed in the 21-nt class, while the 24-nt class high complexity indicated the presence of more unique reads with less redundancy, which is also a typical feature of the 24-nt hcRNAs, where often are present in a more chaotic dicing pattern [45].

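The complexity of the 21-nt class, as unique over total reads, was 0.0193 in WT (95% Wilson interval 0.0192 to 0.0194) and 0.0235 in 7B-1 (0.0234 to 0.0237). That of the 24-nt class was 0.217 in WT (0.217 to 0.218) and 0.338 in 7B-1 (0.338 to 0.339). The most abundant 21-nt sequence differed between the libraries. In WT it was TCGGACCAGGCTTCATTCCCC, annotated as miR165, with 43.0% of the 21-nt reads. In 7B-1 it was the miR166 sequence TCTCGGACCAGGCTTCATTCC, with 40.1%. In each library, 2 unique sequences were enough to reach 50% of the 21-nt reads. For the 24-nt class this took 8846 unique sequences in WT and 20152 in 7B-1. Complexity falls as depth grows. With the WT reads subsampled to 17760060, the total of the smaller library, the WT complexity was 0.0271 at 21 nt and 0.306 at 24 nt. The paper reads the lower complexity of the 21-nt class as a small number of unique reads with high expression. It reads the high complexity of the 24-nt class as more unique reads of lower redundancy.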

### Identification of known and new miRNAs

Known miRNAs from 32 known families of miRNAs were identified, which were present in both *7B*-*1* and WT libraries (Additional file 1: Table S1). 

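Table S1 lists 184 loci with 77 distinct sequences, which carry 32 different miR numbers in their annotations. All 77 sequences had reads in both libraries, and the lowest counts were 37 reads in WT and 21 in 7B-1. The normalized values listed in Table S1 were within 0.05 of the reads per 12000000 genome-matched reads for 77 of the 77 sequences. With miR165 counted in the miR166 family and miR170 in the miR171 family, a grouping chosen after seeing the data, there were 30 families.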

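The sequences annotated as miR165 held 3017960 reads in WT (7.27% of all deposited reads) and 1395753 in 7B-1 (7.86%), and those annotated as miR166 held 1806852 (4.35%) and 1592794 (8.97%). The next most abundant families were miR472, with 0.240% of the WT reads and 0.276% of the 7B-1 reads, and miR482, with 0.118% and 0.120%. The lowest family totals were those of miR171, with 44 reads in WT and 36 in 7B-1, miR9474, with 72 and 23 reads, and miR395, with 84 and 23 reads. In no family did either library lack reads.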

The composition of miRNA families was quite similar in the two libraries, and none showed a clear *7B*-*1* or WT-specific profile. Most of the families had several members, with exception of miR171, miR393, miR398, miR403, miR530, miR858, miR4414, miR8577, miR9471, and miR9474, which were represented only by one member in both libraries (Additional file 1: Table S1). 

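By the loci of Table S1, 10 families were represented by 1 locus. These were miR171, miR393, miR398, miR403, miR530, miR858, miR4414, miR8577, miR9471 and miR9474. By distinct sequences, 14 families were represented by 1 sequence, these 10 and miR167 (4 loci), miR390 (2 loci), miR395 (14 loci) and miR9476 (2 loci). The miR166 annotations covered 14 distinct sequences, the largest number of any family, followed by miR482 with 7.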

After excluding sRNA reads homologous to known miRNAs and other non-coding RNAs from Rfam v.12 database, the remaining 20-22 nt reads were used as input for miRNA prediction using the miRCat tool [46, 47]. 

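Tables S2 and S3 together list 23 new miRNA sequences, of which 22 fall within the lengths of the deposited reads. All 22 had at least 1 read in both libraries. The 11 sequences listed from WT had 1 to 153 reads in 7B-1, with a median of 5. Of the 5 listed from 7B-1, the 4 within the deposited lengths had 5 to 637 reads in WT, with a median of 36.5. At a minimum of 10 reads in each library, 12 of the 22 were present in both libraries, 7 in WT only and 2 in 7B-1 only.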

A total of 23 putative new miRNAs were identified in the two libraries, where 11 were present only in WT, 5 in *7B*-*1*, and 7 in both libraries. 

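The sequence of miR#A, TAACTTCGTCTAGCTCGCCTTC, was listed on chromosome 10 from 1709809 to 1709830, and that of miR#B, TGGGGAGGGTGGTGTGTACGC, on chromosome 4 from 3142591 to 3142611, in the coordinates of the authors' tables. The star strand of miR#A, AGGGGAGATAGATGAAGTTAGG, had 5 reads in WT and 3 in 7B-1. For miR#B, 3 star sequences were listed. GTACATCCTACCCTCCCCAGA had 6 reads in WT and 0 in 7B-1, TATGCGTACATCCTACCCTCC had 0 and 2, and TGCGTACATCCTACCCTCCCC had 5 and 2.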

The miRNA* sequences were found for two new miRNAs, which were present in both libraries and designated as miR#A and miR#B. These miRNAs formed near-perfect hairpin structures (Additional file 2: Figure S1).

### Expression analysis of miRNAs

To identify miRNAs related to anther development and regulation of male-sterility in *7B*-*1*, expressions of miRNAs were compared between *7B*-*1* and WT anther libraries. The two libraries were normalized using the reads per million (RPM) approach [48]. 

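The normalized values of the authors' tables were the reads per 12000000 genome-matched reads (Table 2 and Table S1) or per 10000000 (Tables S2 and S3). Their DE values were those of an offset of 20 added to the reads per 12000000 (Table 2) or per 10000000 (Tables S2, S3 and S5), with OFC as the log2 ratio of WT to 7B-1, so that a positive value is a lower expression in 7B-1. An OFC of 1 or more in either direction is a cutoff and not a test. Of the 57641 sequences of 20 to 24 nt with at least 10 reads in 1 library, 689 had an OFC of at least 1 and 1637 had an OFC of -1 or lower. The median OFC of all these sequences was 0.045. An offset of 1 gave 12616 and 10459, and a scale of 1000000 reads gave 45 and 87.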

The differential expression analysis was conducted using the offset fold change (OFC) approach [25] and two-fold threshold was considered as a cutoff value. 

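All 10 sequences in Table 2 were found with the read counts printed there. MiR390, AAGCTCAGGAGGGATAGCGCC, listed first on chromosome 6 from 1372252 to 1372272, had 600 reads in WT and 668 in 7B-1, an OFC of -1.32 (exact Clopper-Pearson 95% interval of the log2 ratio of the shares, without the offset, -1.55 to -1.22). MiR166, TCTCGGACCAGGCTTCATTCC, had 1731139 and 1537345 reads and an OFC of -1.06 (-1.06 to -1.06). For miR159, TTTGGATTGAAGGGAGCTCTA, with 8237 and 7112 reads, the OFC was -1.01 (-1.06 to -0.97), an interval with values on both sides of the cutoff. In the other direction, miR530 with 290 and 50 reads had an OFC of 1.04, miR167 with 640 and 97 reads 1.32, miR164 with 2898 and 466 reads 1.37, miR396 with 2750 and 422 reads 1.43, miR168 with 370 and 45 reads 1.45, miR393 with 453 and 39 reads 1.85 and miR8006 with 855 and 34 reads 2.83. The interval for miR530 was 0.87 to 1.77, and the lower ends of the other 6 intervals were 1.18 or higher. The miR168 and miR393 sequences are annotated as 3p strands, ath-miR168a-3p and ath-miR393a-3p. The sequence annotated as ath-miR168a-5p, with 6739 and 2750 reads, had an OFC of 0.062, within the cutoff. The sign of all 10 Table 2 sequences was the same under each alternative that was run. The number past the cutoff changed most with a scale of 1000000 reads, which left 4 of the 10 past it. Scaled to the 24-nt total, miR390, miR166 and miR159 were within the cutoff at -0.95, -0.67 and -0.62.

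**Figure D2:**
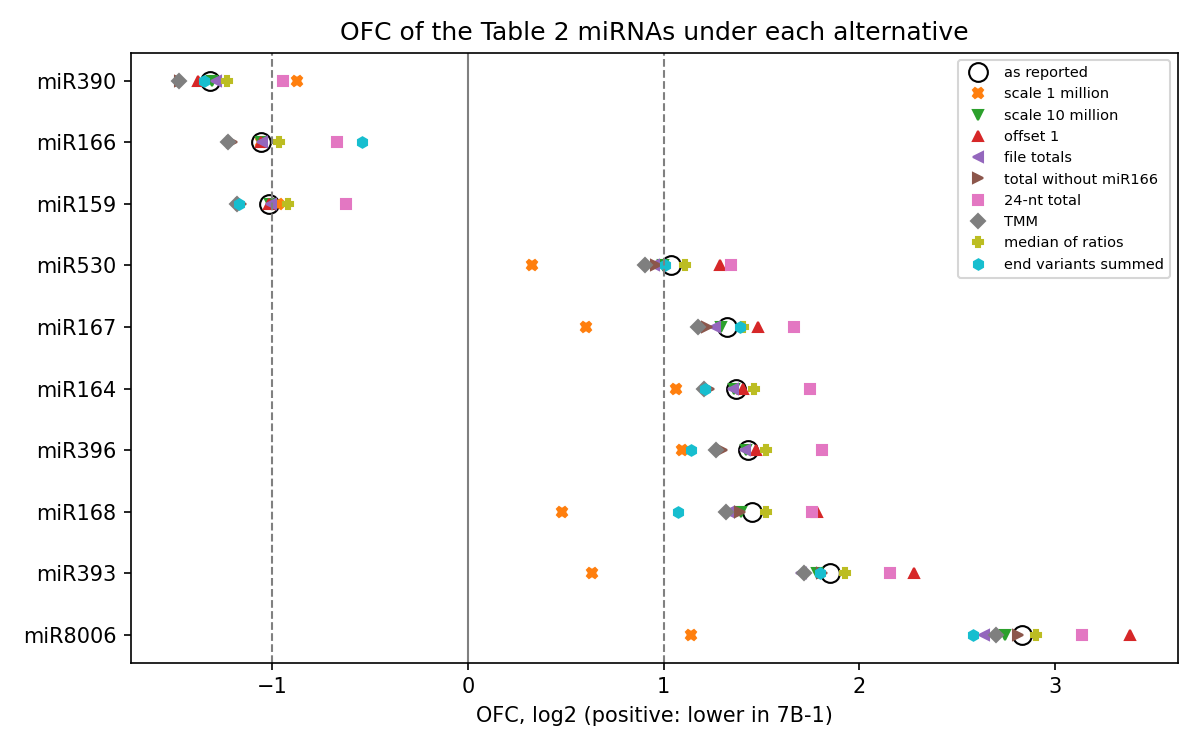
OFC (x axis, log2 ratio of WT to 7B-1) of each miRNA in Table 2 (y axis), as reported (open circles) and under each alternative (other symbols); dashed lines mark the cutoff. MiR8006 lies farthest from 0 as reported, at 2.83, and miR159 lies closest to the cutoff, at -1.01.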

Among the known miRNAs, miR390, miR166, miR159 were up-regulated and miR530, miR167, miR164, miR396, miR168, miR393, and miR8006 were down-regulated in *7B*-*1* anthers (Table 2). 

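In Table S1, 3 sequences annotated as miR166 were past the cutoff. Besides the Table 2 sequence, TGTCGGACCAGGCTTCATTCC had 3812 reads in WT and 12029 in 7B-1, an OFC of -2.87, and TTTCGGACCAGGCTTCATTCC had 3803 and 9785 reads, an OFC of -2.58. Counted from 1 at the 5′ end of the Table 2 sequence, these differ from it by C2G and C2T. Their reads were 0.220% of the reads of the Table 2 sequence in WT for each, and 0.782% and 0.636% in 7B-1. For miR164, 2 sequences were past the cutoff, the Table 2 sequence and CATGTGCCTGTTTTCCCCATC, which had 471 and 55 reads and an OFC of 1.56. The second is annotated as a 3p strand, sly-miR164a-3p, and the Table 2 sequence as ath-miR164a, so they are not shown to be iso-miRs of 1 strand. The 4 sequences annotated as miR319 were all within the cutoff, and their summed reads, 962 in WT and 626 in 7B-1, gave an OFC of -0.59. The annotations mix miR319 with miR159. TTTTGGATTGAAGGGAGCTCT, annotated as miR319, is listed on chromosome 3 from 61786221 to 61786241, overlapping the Table 2 miR159 sequence, from 61786222 to 61786242. CTTGGACTGAAGGGAGCTCCC, annotated as miR159, is listed first on chromosome 5 from 2723776 to 2723796, overlapping a miR319 sequence, from 2723775 to 2723795. With an offset of 1, 5 miR166 sequences passed the cutoff.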

MiR166 and miR164 had three and two iso-miRs, respectively, while the rest of differentially expressed miRNAs were present only by one member. 

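MiR#W, TTCTCCAGCCATTGTTTGTTT, listed on chromosome 2 from 49362089 to 49362109, had 97 reads in WT and 1 in 7B-1, which is below the 3 reads that the depth can tell from 0. Its OFC was 1.39 (exact 95% interval of the log2 ratio without the offset, 2.86 to 10.7). MiR#M, TCCGACTGAGAATTGCAAAGGT, listed on chromosome 6 from 32482742 to 32482763 in the table of miRNAs from 7B-1, had 637 reads in WT and 19 in 7B-1, an OFC of 2.78 (3.18 to 4.58). The other 20 sequences within the deposited lengths were within the cutoff. An offset of 1 moved the count of new miRNAs past the cutoff most, from 2 to 12, and a scale of 1000000 reads gave 0.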

Out of the total of 23 putative new miRNAs only two potential miRNAs, so-called mir#W and mir#M were differentially down-regulated in *7B*-*1*. 

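MiR#A had 2454 reads in WT and 949 in 7B-1, an OFC of 0.14 (exact 95% interval 0.031 to 0.25). Its sign changed to -0.0074 without miR165 and miR166 reads in the totals and to -0.028 with TMM scaling. MiR#B had 20 and 21 reads and an OFC of -0.47 (-2.26 to -0.35), and it passed the cutoff with an offset of 1, at -1.19.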

None of the new miRNAs with sequenced miRNA* strands were differentially expressed in *7B*-*1* (Additional file 1: Table S2 and Table S3).

**Table 2:** List of differentially expressed miRNAs between WT and *7B*-*1* anthers

miRNA	Sequence	Read counts		Normalized expression		DE^a^	*p*-value
		WT	*7B*-*1*	WT	*7B*-*1*	Log2(WT/*7B-1*)	
miR390	AAGCTCAGGAGGGATAGCGCC	600	668	255.4	667.4	−1.3	0.003063
miR166	TCTCGGACCAGGCTTCATTCC	1731139	1537345	736984.2	1536039.9	−1.1	0.00993
miR159	TTTGGATTGAAGGGAGCTCTA	8237	7112	3506.7	7106.0	−1.0	0.016877
miR530	TGCATTTGCACCTGCACCTCC	290	50	123.5	50.0	1.0	0.022945
miR167	TGAAGCTGCCAGCATGATCTA	640	97	272.5	96.9	1.3	0.004468
miR164	TGGAGAAGCAGGGCACGTGCA	2898	466	1233.7	465.6	1.4	0.002397
miR396	TTCCACAGCTTTCTTGAACTG	2750	422	1170.7	421.6	1.4	0.002397
miR168	CCCGCCTTGCATCAACTGAAT	370	45	157.5	45.0	1.5	0.001237
miR393	ATCATGCTATCCCTTTGGACT	453	39	192.9	39.0	1.9	5.90E-05
miR8006	TAGTTTTTGGACTGCAGGGGCACC	855	34	364.0	34.0	2.8	<0.00001

^a^DE is differential expression values which were calculated as log2-fold changes of the expression. Negative and positive values mean up- and down regulation of the expression in *7B*-*1*, respectively. DE value of ±1 was considered as a cutoff value for significant changes of the expression

### RT-qPCR validation of miRNAs expression

Expressions of known and new miRNAs of interest were further analyzed by RT-qPCR (Fig. 2) in *7B*-*1* and WT anthers (stages 1, 2, and 3) and stem. MiR159 and miR390 were up-regulated at similar extent in all stages of *7B*-*1* anthers. MiR167 and miR396 were down-regulated in all stages of *7B*-*1* anthers; more strongly at stage 1. MiR#M was strongly down-regulated in all stages of *7B*-*1* anthers, while miR#A and miR#B were not differentially expressed and their sequenced miRNA* strands were not detected by our RT-qPCR analysis. The RT-qPCR results were in general agreement with those from sequencing data. In *7B*-*1* stem, miR159, miR390, miR167 and miR#M were all up-regulated, while miR396, miR#A and miR#B were not differentially expressed. MiR#B* was not detected by RT-qPCR. The results showed a very distinct anther- or stem-specific expression pattern of miR167, miR396, and miR#M, which suggests that they may regulate different biological processes in these tissues.

**Fig. 2:**
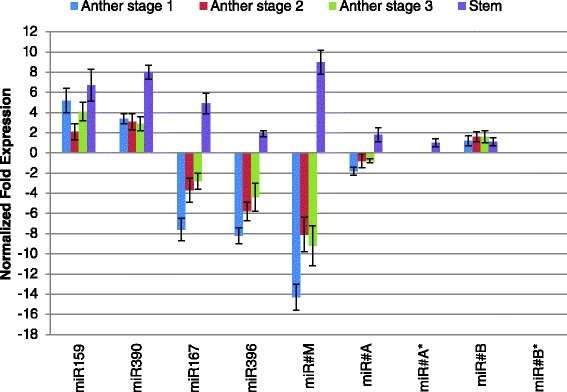
RT-qPCR validation of differentially expressed known and new miRNAs and miRNAs with miRNA*. Expression changes are presented as normalized fold changes between *7B-1* and WT reference tissue. Positive and negative values indicate up- and down-regulation of the expression, respectively. Two-fold threshold was considered as a cutoff value for significant changes in the expression. Error bars represent standard errors of three biological replicates based on DMNRT (*p* = 0.05)

### Target prediction for known and new miRNAs

To better understand the biological roles of miRNAs in regulation of *7B*-*1* male-sterility, putative targets of differentially expressed known and new miRNAs were identified (Tables 3 and 4; cleavage-sites are listed in Additional file 1: Table S4). Target genes for many of known conserved miRNAs have been experimentally validated [9, 14, 17, 31, 32, 49–52]. Predicted targets for known miRNAs in our study were also in agreement with those from the literature, however a number of new putative target genes were also computationally identified, which has yet to be validated. The miRNA targets were categorized into fifteen different biological classes (Fig. 3) with the three most frequent being metabolic process, cellular process, and single-organism process. Among the targets worth mentioning (Table 3) were those, including auxin-responsive factor 8 (ARF8), ABC transporters, G protein, F-box and no apical meristem (NAM) proteins, b-ZIP, SBP-box, MAD-box and MYB transcription factors with potential roles in anther development [53–60], cystatin, receptor-like kinase, and bHLH proteins involved in tapetum development/degeneration [61–63], kinesin-like protein and GRAS transcription factor involved in meiosis regulation [64, 65], and WD-40 protein with roles in autophagy and apoptosis [66]. Among the targets of new miRNAs (Table 4), a gene encoding *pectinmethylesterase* (*PME*) *inhibitor* (*PMEI*) was identified as the putative target of miR#M. *PME* is a cell wall modifying enzyme, which catalyzes de-esterification of pectin [67]. Identification of miRNA targets with potential roles in anther development and microsporogenesis regulation in our study, suggested that these miRNAs are likely associated or involved in regulation of *7B*-*1* male-sterility.

**Table 3:** List of the predicted targets of differentially expressed known miRNAs

miRNA	Target gene	
	SGN accession no	Annotation
miR166	Solyc02g024070.2.1	Class III HD-Zip^a^
	Solyc03g006970.1.1	Subtilisin-like protease
	Solyc03g116850.2.1	Cyclic nucleotide-binding
	Solyc03g025740.2.1	Zinc finger
	Solyc07g045410.1.1	Pentatricopeptide repeat-containing protein
miR390	Solyc00g009090.2.1	Receptor-like kinase^a^
	Solyc09g091850.2.1	Beta-glucosidase
	Solyc11g016930.1.1	serine/threonine-protein kinase
miR159	Solyc01g009070.2.1	GAMYBL1
	Solyc01g102510.2.1	WD-40
	Solyc02g078670.2.1	COP1-Interacting Protein 7
	Solyc02g090160.2.1	G protein
	Solyc03g043890.2.1	Aminotransferases
	Solyc06g073640.2.1	GAMYBL2
	Solyc07g052640.2.1	Glycosyltransferase-like protein
	Solyc09g082890.1.1	Calcium-transporting ATPase 1
	Solyc10g019260.1.1	MYB39-like
	Solyc11g072060.1.1	MYB
	Solyc01g005330.2.1	microtubule associated protein Type 1
miR530	Solyc01g091550.2.1	Aspartyl protease family
	Solyc02g083460.2.1	Aspartyl protease family protein
	Solyc02g084520.2.1	Zinc finger CCCH domain-containing protein 19
	Solyc02g085520.2.1	Adenylosuccinate synthetase, chloroplastic
	Solyc02g086930.2.1	Homeobox-leucine zipper-like protein
	Solyc03g019920.1.1	Harpin-induced protein-like
	Solyc03g093230.2.1	Aquaporin
	Solyc04g009450.1.1	Ethylene-responsive transcription factor 4
	Solyc04g081070.2.1	Heat shock protein DnaJ
	Solyc06g063170.2.1	glutamate-like receptor
	Solyc07g006030.2.1	Protein TIF31 homolog
	Solyc08g007500.2.1	Pentatricopeptide repeat-containing protein
	Solyc11g062220.1.1	PHD-finger domain protein
	Solyc12g008690.1.1	Iaa-amino acid hydrolase 11
miR393	Solyc01g057310.2.1	Kinesin (Centromeric protein)-like protein
	Solyc11g006310.1.1	GEX1
	Solyc02g088800.1.1	Exocyst complex component 7
	Solyc06g068840.2.1	Copine-3
	Solyc08g081890.2.1	ABC transporter
miR396	Solyc01g066500.1.1	MAD-box transcription factor 22
	Solyc00g105750.1.1	Mutator-like transposase^a^
	Solyc00g071180.2.1	Cysteine proteinase inhibitor
	Solyc01g090270.2.1	b-ZIP transcription factor
	Solyc01g094930.2.1	CAAX prenyl protease 1
	Solyc01g110450.2.1	Aldo/keto reductase subgroup
	Solyc02g023950.2.1	Receptor like kinase
	Solyc02g083190.1.1	F-box protein
	Solyc03g058930.2.1	SPFH domain/Band 7 family protein
	Solyc03g114150.2.1	Aldehyde dehydrogenase
	Solyc03g118350.2.1	Actin-fragmin kinase
	Solyc05g053090.1.1	GRAS transcription factor^a^
	Solyc06g007320.2.1	Ubiquitin-activating enzyme E1
	Solyc06g059760.2.1	Transcriptional corepressor SEUSS
	Solyc07g019640.1.1	Transposase
	Solyc07g045480.2.1	Phytochrome F
	Solyc09g057910.2.1	N-alpha-acetyltransferase 25
	Solyc10g047270.1.1	Potassium transporter family protein
	Solyc11g006680.1.1	Pentatricopeptide repeat-containing protein
	Solyc11g020100.1.1	Cc-nbs-lrr, resistance protein
	Solyc12g013840.1.1	G-protein beta WD-40 repeat
miR164	Solyc03g115850.2.1	No Apical Meristem (NAM)^a^
	Solyc06g084350.2.1	U6 snRNA-associated Sm-like protein LSm2
	Solyc11g066150.1.1	Bifunctional polymyxin resistance protein ArnA
miR167	Solyc02g037530.2.1	Auxin response factor 8^a^
	Solyc01g010020.2.1	Flagellar calcium-binding protein
	Solyc01g086900.2.1	tRNA/rRNA methyltransferase
	Solyc01g099790.2.1	Zinc finger
	Solyc03g007790.2.1	Serine/threonine protein kinase
	Solyc03g117700.1.1	Folate/biopterin transporter
	Solyc08g065360.2.1	Glutathione-regulated potassium-efflux system protein
	Solyc08g069010.2.1	Pentatricopeptide repea
miR168	Solyc01g108250.2.1	Vacuolar import and degradation protein
	Solyc04g078130.2.1	Clathrin-coat assembly protein-like
	Solyc06g053710.2.1	Ethylene receptor
	Solyc06g060160.1.1	C2 domain-containing protein
	Solyc06g076700.1.1	Unknown protein
	Solyc09g018560.1.1	Ulp1 protease family
	Solyc09g090650.2.1	Zinc finger protein
miR8006	Solyc01g008530.2.1	Cinnamoyl CoA reductase-like protein^a^
	Solyc01g008790.2.1	Phosphoesterase family protein
	Solyc04g078250.2.1	Manganese transport protein mntH
	Solyc05g014050.2.1	Inner membrane protein
	Solyc07g049440.2.1	GDSL esterase/lipase
	Solyc08g078650.2.1	Glycosyl transferase
	Solyc09g064850.2.1	Glutathione peroxidase
	Solyc10g009520.2.1	Dihydroflavonol-4-reductase
	Solyc12g013850.1.1	Glycosyl transferase
	Solyc12g088130.1.1	BHLH transcription factor
	Solyc12g096640.1.1	RNA-binding protein

^a^indicates targets which have identified from multiple loci

**Table 4:** List of the predicted targets of new miRNAs

miRNA	Target gene	
	SGN accession no	Annotation
miR#W	Solyc01g008240.2.1	Sugar/inositol transporter
	Solyc01g015110.1.1	Ulp1 protease^a^
	Solyc01g079390.2.1	Histone-lysine N-methyltransferase MEDEA
	Solyc01g095910.1.1	Cytochrome b561/ferric reductase transmembrane
	Solyc01g103670.2.1	Alpha/beta hydrolase fold-1 domain-containing protein
	Solyc01g103800.2.1	Ribosomal protein S12e
	Solyc01g104990.2.1	Trimethylguanosine synthase
	Solyc02g022870.2.1	EMB1611/MEE22
	Solyc02g069410.2.1	HAD-superfamily hydrolase subfamily IA variant 3
	Solyc02g069740.2.1	Jumonji transcription facto
	Solyc02g092780.1.1	Tetratricopeptide-like helical
	Solyc03g078240.1.1	UDP-glucosyltransferase
	Solyc03g115860.2.1	Endoplasmic reticulum membrane protein
	Solyc04g074660.1.1	Folate-sensitive fragile site protein Fra10Ac1
	Solyc04g079240.2.1	Patatin
	Solyc05g007850.1.1	Tir-nbs-lrr, resistance protein
	Solyc06g016750.2.1	CBF transcription factor
	Solyc06g065180.2.1	SLL1 protein
	Solyc06g083070.2.1	Actin filament bundling protein
	Solyc08g014530.1.1	Subtilisin-like protein
	Solyc08g069000.2.1	Zinc transport protein zntB
	Solyc08g081290.2.1	ARID/BRIGHT DNA-binding protein
	Solyc09g007370.2.1	Ribonuclease P protein subunit p29
	Solyc09g083200.2.1	Nod factor receptor protein
	Solyc09g089550.2.1	Zinc finger-homeodomain protein 2
	Solyc10g084410.1.1	Phosphatase 2C family protein
	Solyc12g027580.1.1	Exportin 4
	Solyc12g077660.1.1	Nucleosome assembly protein (NAP)
miR#M	Solyc03g112990.1.1	Pectinesterase inhibitor
miR#A	Solyc03g119580.1.1	Ethylene-responsive transcription factor 4
	Solyc10g078230.1.1	Cytochrome P450
miR#B	Solyc01g044350.2.1	Zinc finger (Ran-binding) family protein
	Solyc02g089170.2.1	Alpha-1,4-glucan-protein synthase
	Solyc03g113250.2.1	Nitrate transporter
	Solyc04g007260.2.1	Thioesterase superfamily
	Solyc04g009620.2.1	Chorismate synthase
	Solyc04g071160.2.1	b-ZIP transcription factor
	Solyc05g054890.2.1	ABC transporter G family member 1
	Solyc06g084100.2.1	Protein phosphatase 2C
	Solyc07g005390.2.1	Aldehyde dehydrogenase
	Solyc07g007230.2.1	Heat shock protein
	Solyc07g015870.2.1	Polygalacturonase 1
	Solyc08g069030.2.1	Tetrapyrrole biosynthesis
	Solyc09g074100.2.1	tRNA methyl transferase-like
	Solyc09g091230.2.1	Glycosyl transferase

^a^indicates targets which have identified from multiple loci

**Fig. 3:**
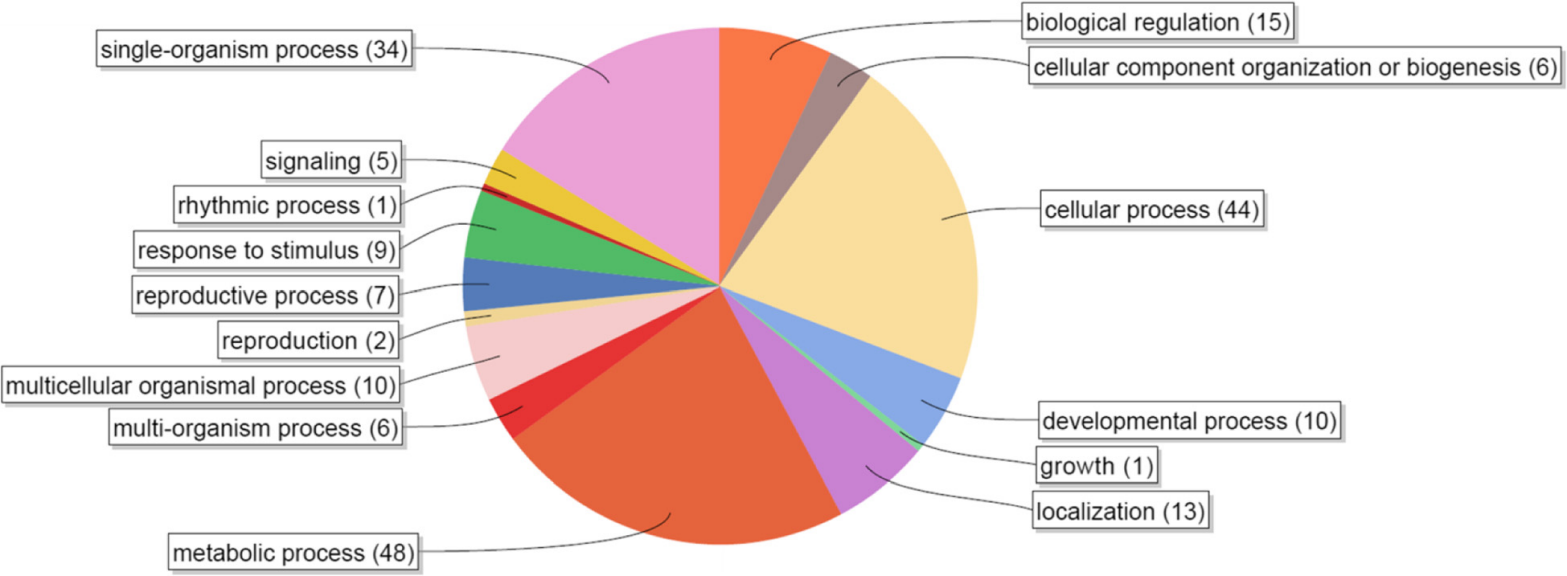
Gene ontology of miRNA targets. Predicted targets were categorized into different biological classes and numbers in the parenthesis indicate the frequency of members in each category

### Identification of ta-siRNAs and prediction of their targets

*TAS* loci and their associated ta-siRNAs were predicted based on the phased 21 nt sRNAs characteristic of ta-siRNA loci [46]. Ta-siRNAs with abundance below 10 reads were excluded from the analysis. Twenty-five ta-siRNAs from WT, 7 from *7B*-*1* and 7 common in both libraries were identified and their target genes were predicted (Additional file 1: Table S5). 

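Table S5 lists 39 rows with 38 distinct sequences, because TACGCAGCAGATCTCCACGAC stands both among those from WT and among those common to the libraries. Of the 38 sequences, 35 had at least 1 read in both libraries and 20 had at least 10 reads in both. The exceptions were 3 sequences listed from WT with 0 reads in 7B-1.

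**Figure D3:**
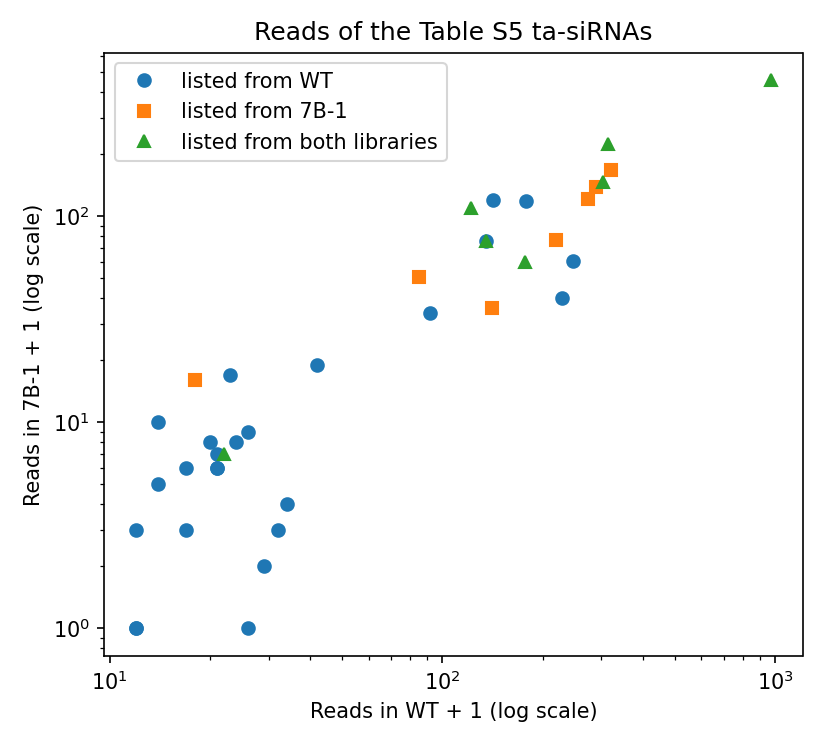
Reads of each Table S5 ta-siRNA in WT (x axis, reads plus 1, log scale) and in 7B-1 (y axis, reads plus 1, log scale), by the library or libraries the paper lists it from. All 7 listed from 7B-1 had at least 17 reads in WT.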

As these ta-siRNAs had generally low abundances, those identified only in WT or *7B*-*1* could not be considered as WT- or *7B*-*1*-specific and were not further analyzed. Instead, we focused on those which have been found in both libraries; however none were differentially expressed (Additional file 1: Table S5). 

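Among the 25 sequences listed from WT, 22 had reads in 7B-1, and 8 had at least 10. The counts in 7B-1 ran from 0 to 119, with a median of 6. All 7 sequences listed from 7B-1 had reads in WT, at least 17 each, with a median of 219.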

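The 7 sequences listed from both libraries had OFC values from -0.82 to 0.25, all within the cutoff. The lowest was that of ACTTCATGTTGTCTTTGGGCC, with 121 reads in WT and 109 in 7B-1 (exact 95% interval of the log2 ratio without the offset, -1.47 to -0.69), and the most abundant was TGAAGGTCCGAGGTTGAGGTT, with 969 and 456 reads and an OFC of -0.14. Over all 38 distinct sequences, each with at least 10 reads in 1 library, 0 were past the cutoff. An offset of 1 moved this count most, to 9.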

Ta-siRNAs with phased expressions matching to the tomato *TAS3* (Solyc01g058100.2.1) were also identified (Additional file 1: Table S6 and Table S7), however *TAS3*-derived 5′D7(+) and 5′D8(+) tasi*ARFs* were not differentially regulated between the two libraries. 

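The D7 sequence TTCTTGACCTTGTAAGACCCC, at 378 to 398 of TAS3, had 21 reads in WT and 6 in 7B-1, an OFC of 0.14 (exact 95% interval -0.78 to 2.18). The D8 sequence TTCTTGACCTTGTAAGACCTT, at 357 to 377, had 10 and 2 reads, an OFC of 0.12 (-1.14 to 4.32). The 2 reads of D8 in 7B-1 are fewer than the 3 that can be told from 0. The 88 distinct sequences of Tables S6 and S7 within the deposited lengths, of 98 listed, had 288 reads in WT and 129 in 7B-1 together, an OFC of -0.061 (-0.38 to 0.24).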

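The median OFC of the 38 Table S5 sequences was 0.13, at percentile 91.1 among 10000 random lists of the same size matched on mean expression, whose median was 0.023 with a central 95% range of -0.16 to 0.18. That of the 77 Table S1 sequences was 0.032, at percentile 41.4 among its own random lists (median 0.052, range -0.13 to 0.21). These percentiles describe these 2 libraries and are not a test of the genotypes. From the absence of differential expression, the paper proposes that ta-siRNAs are not likely involved in male-sterility of 7B-1. It also reports RT-qPCR with biological replicates, in which D7, D8 and their ARF targets were not differentially expressed in anthers.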

The results suggested that ta-siRNAs were not likely associated or involved in regulation of male-sterility in *7B*-*1* as they were not differentially regulated.

### 5′-RACE validation of miRNA and ta-siRNA targets

The predicated targets of interest were validated in *7B*-*1* anthers (stage 1; where changes of the expression were strongest) and stem using 5′-RACE. Sequence analysis showed (Fig. 4) that the 5′ ends for most of the cleaved mRNA fragments corresponded to nucleotide complementary to the 10^th^ nucleotide of the corresponding miRNA. MiR159 and miR319 could both cleave *MYB* transcripts [32]; however sequence analysis of the cleavage products showed that *MYB* cleavage in anthers and stem was directed by miR159, not miR319. Cleavage products of miR159 and miR319 can be readily distinguished as they differ in one base. Cleavage products of *ARF8*, target of miR167, were identified from anther, but not stem. Among the predicted targets of miR396, cleavage products of *cystatin* were identified in both anther and stem libraries, but not *MAD*-*box*. Cleavage products of *PMEI*, predicted target of miR#M, were also identified in both anther and stem libraries. Cleavage products of *ARF2*, *3* and *4*, targets of D7 and D8 tasi*ARFs*, were identified from both anther and stem libraries (Additional file 2: Figure S2). These results showed that the above mentioned miRNAs, including the newly identified miR#M as well as tasi*ARFs* were functionally active in *7B*-*1* anther and stem, where directed the cleavage of their predicted target transcripts. Furthermore, it provided experimental evidence to support our target predictions.

**Fig. 4:**
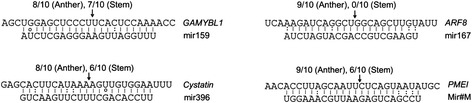
5′- RACE validation of miRNA target genes in *7B*-*1* anther and stem. Gene transcripts are in 5′-3′ and miRNAs in 3′-5′directions. The arrows indicate the cleavage sites of target mRNA and numbers above them indicate frequency (out of 10) of sequences found at the exact miRNAs cleavage sites. Watson-Crick pairing (*vertical dashes*), G-U wobble pairing (*circles*), and other mismatches (:) are indicated

### RT-qPCR analysis of miRNA and ta-siRNA targets

Figure 5 shows RT-qPCR analysis of miRNA targets of interest and Tasi*ARFs* in *7B*-*1* anthers and stem. *GAMYBL1* was down-regulated in anthers of all stages and more strongly in stem. *ARF8* was up-regulated in anthers of all stages and stem. *Cystatin* and *PMEI* were both up-regulated in anthers of all stages, but down-regulated in stem. Tasi*ARFs* (D7 and D8) were not differentially expressed in anthers and stem. *ARF2*/*3*/*4* were not differentially expressed in anthers, but up-regulated in stem (Additional file 2: Figure S3). Analysis showed a consistent negative correlation between miRNAs expression and accumulation level of their targets, except for miR390-*TAS3*-tasi*ARFs* (in anthers and stem), and miR167-*ARF8* (in stem). In addition to miRNA and their targets, expression of two cell wall modifying enzymes, *cysteine protease* and *polygalacturonase*, were also analyzed in *7B*-*1* anthers and stem (Additional file 2: Figure S4). *Cysteine protease* was down-regulated in anthers, more strongly at stage 3, while up-regulated in stem. *Polygalacturonase* was strongly down-regulated in anthers at stage 2, but not differentially regulated at stage 3, nor in stem.

**Fig. 5:**
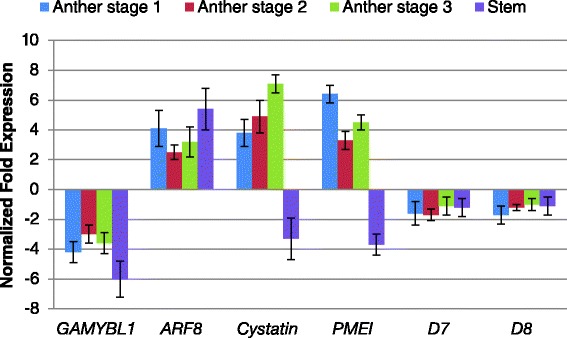
RT-qPCR validation of miRNA target genes and Tasi*ARFs* in *7B*-*1* anthers and stem. Expression changes are presented as normalized fold changes between *7B*-*1* and WT reference tissue. Positive and negative values indicate up- and down-regulation of the expression, respectively. Two-fold threshold was considered as a cutoff value for significant changes in the expression. Error bars represent standard errors of three biological replicates based on DMNRT (*p* = 0.05)

### In situ hybridization

Figure 6 shows in situ localization of miR159, *GAMYBL1*, *PMEI* and *cystatin* in WT and *7B*-*1* anthers in the late meiotic (where still some tetrads could be seen together with the newly formed microspores) and in binucleate microspores stages as for the cases of *PMEI* and *cystatin*. MiR159, *GAMYBL1* and *cystatin* were all predominantly expressed in tapetum, tetrads and free microspores in WT and more strongly in *7B*-*1* as the case of miR159 and *cystatin*. Panels L and M of the figure show WT and *7B*-*1* anthers, respectively at binucleate microspores stage, where tapetum was degenerated in WT, but not degenerated and vacuolated in *7B*-*1. Cystatin* was strongly expressed in vacuolated tapetal cells in *7B*-*1* (Panel M). *PMEI* was strongly expressed in tapetum, tetrads and free microspores in *7B*-*1* anthers, but its expression was mainly restricted to tapetum at binucleate microspores stage (Panel H). As mentioned earlier, in some of the *7B*-*1* anthers, microspores were not separated and remained attached after meiosis. *PMEI* was strongly expressed in arrested binucleate microspores in *7B*-*1* (Panel I). No detectable hybridization signal was observed for the murine miR122a probe, which served as a negative control.

**Fig. 6:**
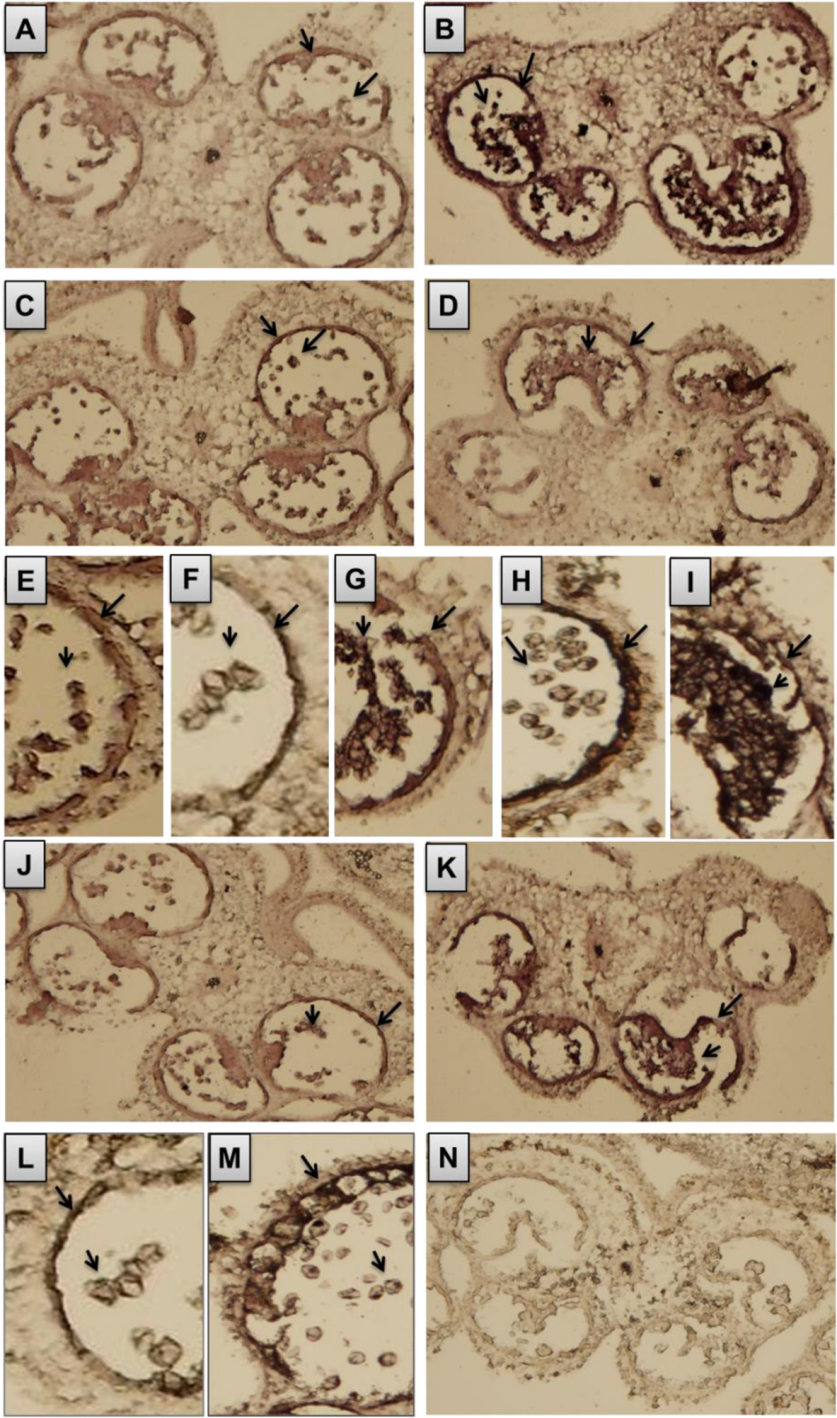
In situ localization of miR159, *GAMYBL1*, *PMEI* and *cystatin*. **a** and **b** localization of miR159 in WT and *7B*-*1* anthers, respectively. **c** and **d** *GAMYBL1* in WT and *7B*-*1* anthers, respectively. **e** and **f** *PMEI* in WT anthers at late meiotic and binucleate microspores stages, respectively. **g**, **h**, and **i** *PMEI* in *7B*-*1* anthers at late meiotic stage, free binucleate microspores, and arrested binucleate microspores, respectively. **j** and **k** *cystatin* in WT and *7B*-*1* anthers, respectively. **l** and **m** *cystatin* in WT and *7B*-*1* anthers at binucleate microspores stage, respectively. **n** negative control, where a murine miR122a-specific probe was used. Arrows indicate the localization sites

## Discussion

The main goal of our study was to investigate the sRNA profiles, particularly miRNAs, between the *7B*-*1* mutant and WT anthers and to identify differentially expressed miRNAs and their targets with potential roles in anther development and regulation of male-sterility in *7B*-*1*. 

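Of 3880274 unique sequences in either library, 553858 were read in both. Sequences read once made up 56.6% of the unique sequences in WT and 69.3% in 7B-1. On the log2 scale, the WT to 7B-1 read ratio at 24 nt differed from the mean of those at 23 and 25 nt by -0.45. The 24-nt reads that began with A made up 52.4% of the 24-nt reads in WT and 60.7% in 7B-1.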

Analysis showed that the overall size distribution and population complexity of sRNAs were quite similar between the *7B*-*1* and WT anther libraries. Composition of sRNAs could indicate the roles and activity level of different categories of sRNAs in a particular tissue or species or associated biogenetic machineries. In our study, the 21-nt class had a larger peak than the 24-nt class in total reads in both libraries; however, in non-redundant format, the 24-nt class had the major peak in both libraries. The 24-nt class was also found to be the major peak in anthers of a male-sterile cotton [28]. Higher abundance of the 21-nt class in total reads in anthers of *7B*-*1* and WT in our study, could suggest a more active roles for this class of sRNAs and an intensified contribution from miRNA biogenesis pathways that produce the more precisely defined sRNA species at those stages compared to those of other crops having the 24-nt class with higher redundancy.

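Reads with the miR165 and miR166 core made up 71.0% of the 21-nt reads in WT and 78.9% in 7B-1, 4844174 and 3026788 reads. From the larger 21-nt class in total reads, the paper proposes a more active role for this class and a stronger contribution from miRNA biogenesis pathways.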

Even though there is no direct evidence that any miRNAs are causative genes for male-sterility in plants, we hypothesized that differential expression of miRNAs could be associated with the regulation of male-sterility in *7B*-*1*. 

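At a minimum of 5 reads or of 10 reads in each library, the number of families in both libraries stayed at 32.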

Thirty-two families of known miRNAs were identified in both *7B*-*1* and WT anther libraries. 

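With the reads of all listed members of a family summed, 10 of the families were past the cutoff. MiR160 at -1.02, miR159 at -1.01, miR166 at -1.05 and miR390 were higher in 7B-1, and 6 families, miR164, miR167, miR393, miR396, miR530 and miR8006, were lower. The miR159 sum takes in CTTGGACTGAAGGGAGCTCCC, which overlaps a listed miR319 sequence. All reads with the core of miR165 and miR166 together gave an OFC of -0.55. This stayed within the cutoff under each setting, from -0.72 with TMM scaling to -0.16 with the 24-nt total. The summed reads of miR168 gave an OFC of 0.12, which changed sign to -0.027 without miR165 and miR166 reads in the totals and to -0.048 with TMM scaling. The Table 2 sequence of miR168, annotated as a 3p strand, held 370 of the 7243 reads of its family in WT. MiR160 was within the cutoff with the deposited totals (-0.97), median of ratios (-0.94), the 24-nt total (-0.67) and a scale of 1000000 reads (-0.48), and its 2 members were within it, at -0.89 and -0.99. Scaled to the 24-nt total, the OFC was -0.62 for miR159 and -0.66 for miR166, and 6 of the families were past the cutoff. The number was 3 with the scale of 1000000 reads, 8 with the deposited totals and 7 with median of ratios.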

Three and seven miRNA families were up and down-regulated, respectively in *7B*-*1* anthers. 

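With the reads of end variants added, the OFC of miR#W was 1.41 from 8 sequences and that of miR#M was 2.99 from 18. End variants are reads of 18 to 26 nt that contain the miRNA without its first 2 and last 2 bases.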

Out of the 23 putative new miRNAs only two, so-called miR#W and miR#M, were differentially expressed in *7B*-*1* anther. Expressions of miRNAs of interest were further analyzed at different stages of *7B*-*1* anthers and stem. In general, changes of the expression were strongest in anthers at stage 1, where the MMCs were about to undergo the meiosis. MiR167, miR396, and miR#M had distinctively different expression patterns in anthers and stem, which strongly suggested that these miRNAs regulate different biological processes in these tissues. The predicted targets of differentially expressed miRNAs were categorized into fifteen different biological classes, with metabolic process, cellular process, and single-organism process being the three most frequent classes. Among these miRNAs, miR159, miR167, miR396, miR390 and miR#M were those of particular interest as their targets had potential roles in anther development, microsporogenesis and production of ta-siRNAs as the case of miR390. A schematic presentation of miRNA-target pairs and their role in regulation of male-sterility in *7B*-*1* mutant is illustrated in Fig. 7. 5′-RACE validation of these miRNA targets in *7B*-*1* anther and stem showed that they were active and directed the cleavage of their targets in these tissues, except for miR167 in *7B*-*1* stem.

**Fig. 7:**
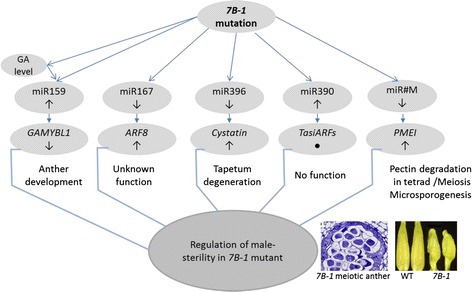
Schematic presentation of miRNA-target pairs and their role in regulation of anther development and male-sterility in *7B*-*1* mutant. Arrows below miRNAs and miRNA targets show up- and down-regulation of the expression. “●” indicates no change in the expression. Pictures of *7B*-*1* anthers are adopted from Sheoran et al., [2]

MiR159 targets several *GAMYBs* [55, 68, 69], among them *AtMYB33*, *AtMYB65* act redundantly in regulation of anther development [55]. Overexpression of miR159 disrupted anther development and led to male-sterility in *Arabidopsis thaliana* [36]. 5′-RACE analysis in our study showed that miR159 directed the cleavage of *GAMYBL1* transcripts out of the 4 predicted *MYB* targets in anther and stem. *OsGAMYBL1* and *2* are expressed in rice anthers and regulated by miR159, however functions of these gene are not characterized [69]. *LeGAMYBL1* plays a role in seed development in tomato [70], but it is not functionally characterized with respect to anther development. Analysis showed that the expression of *GAMYBL1* was negatively correlated with the miR159 level in *7B*-*1* during anther development and in stem. In situ hybridization analysis in *7B*-*1* anthers also showed that miR159 and *GAMYBL1* were both expressed mainly in tapetum, tetrads and microspores. MiR159 and *GAMYBL1* were down- and up-regulated, respectively in GA-treated *7B*-*1* anthers (Additional file 2: Figure S5). These observations indicated that miR159-*GAMYBL1* cleavage cascade and GA level in flower buds are tightly linked to the regulation of anther development and male-sterility in *7B*-*1*.

Most of the elongated mutants have been reported as GA-overproducers [71–73]; however elongated stem of *7B*-*1* had lower levels of GAs compared to WT in long days [4]. Several *MYBs* have been identified, which positively regulate stem elongation in light via interaction with phytochromes and/or regulation of light-responsive genes [74, 75]. Down-regulation of *GAMYBL1* in *7B*-*1* stem is likely associated with the elongated stem phenotype, however functional analysis are needed to understand the actual function of this gene.

MiR167 cleaves *ARF6*/8 transcripts [76]; however we only identified *ARF8* in our target prediction, which was also validated by 5′-RACE in *7B*-*1* anther. Tomato overexpressing miR167 and *arf6*-*arf8* double-null mutant of *Arabidopsis thaliana* both had flowers with severe defects associated with female and male-sterilities, respectively [76, 77]. Therefore, proper regulation of miR167-*ARF6*/8 is required for normal female and male organ development. RT-qPCR analysis showed strong down-regulation of miR167 in *7B*-*1* anthers, which was negatively correlated with regulation of *ARF8* in anthers. Although differential regulation of miR167-*ARF8* cleavage cascade in *7B*-*1* anthers could be linked and due to *7B*-*1* mutation, its actual function with respect to anther development and male-sterility in *7B*-*1* remains to be further characterized. In *7B*-*1* stem, neither the *ARF8* cleavage products were found nor the *ARF8* expression was correlated with miR167 level. Tomato overexpressing miR167 had lower levels of *ARF6*/8 transcripts and a shorter hypocotyl [76], while other researchers reported that light-grown *Arabidopsis thaliana arf8*-*1* mutant had elongated hypocotyl [78]. Although up-regulation of miR167 and *ARF8* in *7B*-*1* stem could be independently associated and/or affected by *7B*-*1* mutation, understanding their functions with respect to anther development and male-sterility in *7B*-*1* requires further functional analysis.

To the best of our knowledge no reports have yet documented ta-siRNAs in regulation of male-sterility in plants. 

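End variants of miR390 held 614 reads in WT and 698 in 7B-1, an OFC of -1.35. Of the 88 TAS3-derived sequences, 25 had reads in both libraries.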

Ta-siRNAs including *TAS3*-derived tasi*ARFs* were not differentially expressed between *7B*-*1* and WT; however miR390 was up-regulated in *7B*-*1* anther and stem. This suggested that although miR390 expression was affected by *7B*-*1* mutation, ta-siRNA biogenesis and tasi*ARFs*-guided regulation of *ARF2*/*3*/*4* were not affected by *7B*-*1* mutation nor related to anther development in *7B*-*1*. Nevertheless, 5′-RACE analysis showed that tasi*ARFs* are active in *7B*-*1* anther and stem, where directed the cleavage of *ARF2*/*3*/*4* transcripts. Target genes of *ARF2*/*3*/*4* are largely unknown, thus the mechanisms linking these *ARFs* to a context-specific role in regulation of *7B*-*1* stem growth if any are poorly understood.

Our cytological studies showed (Additional file 2: Figure S6; unpublished data) that anther development in *7B*-*1* (between anther lobes and/or among anthers) was not synchronized in contrast to the WT. We observed that MMCs did undergo meiosis and formed tetrads despite the previous report suggested a breakdown of meiosis in MMCs [2]. More importantly, we found that in some anther lobes, the newly formed microspores were not separated, while in others they formed free microspores. In *qrt1* and *qrt2* mutants of *Arabidopsis thaliana*, microspores failed to separate from tetrads as pectin was not degraded in the primary cell wall [79]. *PMEI* (miR#M target) was up-regulated in *7B*-*1* anthers, where the expression was mainly localized in tapetum, tetrads and microspores. *PMEI* was strongly expressed in the arrested binucleate microspores, compared to the free binucleate microspores, where a basal expression was detected. *PMEs* and *PMEIs* are key regulators of pollen cell wall and pollen tube development [79–81]. Up-regulation of *PMEI* in *7B*-*1* anthers may have suppressed the *PME* activity and impaired the subsequent enzymatic degradation of pectin in the primary cell walls around tetrads. In *qrt3*, mutation in a gene encoding a *polygalacturonase* (pectin modifying enzyme) impaired the degradation of pectin in the primary cell wall, similar to *qrt1* and *qrt2* mutants [82]. *Polygalacturonase* was also down-regulated in *7B*-*1* anthers in our study. Based on our cytological and transcriptional data, we suggest a potential association between the regulation of miR#M-*PMEI* and *polygalacturonase* and anther development in *7B*-*1* as inhibition of *PME* and *polygalacturonase* activities could have disrupted pectin degradation and proper separation of tetrads and/or tapetum degeneration. However, it could not be the cause of male-sterility in *7B*-*1* as some of the anthers were still able to produce mature pollens.

*Arabidopsis thaliana* overexpressing *PME* showed reduced cell elongation in hypocotyl [83]. Al-Qsous et al., [84] suggested that higher level of *PME* transcript in elongated hypocotyl of flax was associated with cell wall stiffening. Overexpression of a *polygalacturonase* gene, *PGX1*, enhanced hypocotyl elongation in etiolated *Arabidopsis thaliana* [85]. Understating the function of *PME* and *polygalacturonase* in regulation of stem elongation in *7B*-*1* if they have indeed altered the pectin level and how they are connected to the cell expansion requires further analysis.

While conserved miRNAs regulate expression of the genes involved in basic developmental processes, the non-conserved or new miRNAs may be involved in the development of traits that are specific for certain species. New miRNAs are being continually identified from different species, including tomato [24, 25]. In addition to miR#M, we identified a number of new miRNAs, two with sequenced miRNAs*, which could form a near prefect hairpin structures.

Sheoran et al., [2] identified a number of differentially expressed proteins between *7B*-*1* and WT anthers, where cystatin showed the strongest up-regulation of all in *7B*-*1* anthers. The cystatin inhibitory activity was also higher in *7B*-*1* anthers relative to WT [2]. In plants, *cysteine proteases* act as key regulators of programmed cell death in tapetal cells and pollen development, and suppression of their expression has often resulted in delay or failure in tapetum degeneration, pollen abortion and male-sterility [62, 86–88]. MiR396 directed the cleavage of *cystatin* in *7B*-*1* anthers and stem. *Cystatin* was up-regulated and *cysteine protease* was strongly down-regulated as a result in *7B*-*1* anthers, with a pattern closely correlated to the tapetum degeneration during anther development. These observations provided a strong evidence to suggest that suppression of *cysteine protease* could have caused a delay or failure in tapetum degeneration, thereby affecting microsporogenesis and anther development in *7B*-*1*. The length of stem in *7B*-*1* is tightly correlated with the length of epidermal cells [6]. Minic et al., [89] identified several *cysteine proteases* in developing stems of *Arabidopsis thaliana*, suggested to be involved in cell expansion and secondary wall formation. Higher expression of *cysteine protease* in our study could be associated with the higher cell expansion rate and longer epidermis cells in *7B*-*1* stem. Overall in our study, we found that miRNA-mediated regulation of gene expression was perturbed in the *7B*-*1* mutant line. The findings strongly supported that miR159-*GAMYBL1*, miR396-*cystatin* and miR#M-*PMEI* cleavage cascades were tightly connected to the regulation of microsporogenesis and anther development in *7B*-*1*. Stem elongation in *7B*-*1* may be regulated via a complex web of molecular components and interaction between miRNAs and hormones, which requires further functional studies to be understood. A number of new miRNAs were also identified for the first time from tomato, which provides new opportunities to study the unexplored functions of these miRNAs in tomato. Our data could be used as a benchmark for future studies of the molecular mechanisms of male-sterility in other crops.

## Conclusion

Using sRNA sequencing, we studied miRNA profiles during anther development between *7B*-*1* mutant and WT. Comparison of expression of miRNAs and their targets between *7B*-*1* and WT and in situ localization analysis suggested potential involvement of several miRNA-target pairs in regulation of anther development and male-sterility in *7B*-*1*. In addition a number of new miRNAs were identified and validated for the first time from tomato.

### Availability of supporting data

The sequences could be found in NCBI database under accession number GSE65788.

## Methods

### Plant materials

The *7B*-*1* mutant and WT seedlings (*Solanum lycopersicum* L., cv. Rutgers) were grown in temperature controlled growth chamber set for long days condition (16/8 h light/dark). Flower buds of different sizes smaller, equal and bigger than 4-5 mm (referred as stages 1, 2, and 3 hereafter) were collected and stamens were dissected under a microscope. It should be noted that stamens at these stages were mostly consisted of anthers, with little or on filament growth. Stages of flower buds were based on those described by Sheoran et al., [2] and also further confirmed by analysis of anther squashes. Flower buds at stage 1 represents pre-meiotic anthers, stage 2 is where tetrads are formed in WT anthers (meiotic anthers), but meiosis breaks down in MMCs in *7B*-*1* [2]. Stage 3 represents post-meiotic anthers. Stems from three-month old seedlings were used for qPCR and 5′-RACE analysis.

### RNA analysis

Total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen) from *7B*-*1* and WT anthers of different stages and pooled separately in equimolar ratio. Two sRNA libraries were constructed using the TruSeq Small RNA Sample Preparation Kit (Illumina). In brief, sRNA fractions of 18–40 nt were isolated from 15 % denaturing polyacrylamide gels, ligated to the 5′ and 3′ TruSeq adaptors and then converted to DNA by RT-PCR following the kit protocol. The final PCR products were purified from the gel and sequenced using Illumina Hiseq2000 platform (Illumina)

### Sequence analysis

Adaptor sequences trimmed and reads were mapped (no mismatch allowed) to the tomato genome ITAG v2.5 Release using PatMaN [90] and a customized Perl script. Reads mapping to tomato repeats, transposons, intron, CDs, and promoter regions were identified. Sequences were searched against rRNA, tRNA, snRNAs and snoRNAs from Rfam v.12 and NCBI nt/nr databases. Known miRNAs were identified using miRprof [47], (available from the UEA sRNA workbench; http://srna-tools.cmp.uea.ac.uk/) allowing two mismatches with the mature miRNAs in miRBase database release 21 [91]. New miRNAs were predicted using miRCat (UEA sRNA toolkit), and their secondary structures were analyzed using a RNA hairpin folding and annotation tool (UEA sRNA toolkit). The parameters for miRcat included a minimum of 17 nucleotides paired, a maximum of two gaps between the miRNA and miRNA*, a maximum of 10 genomic hits, a minimum hairpin length of 70 nt, a minimum GC content of 20 %, a maximum of 60 % unpaired nucleotides and a strand bias of 80 % of sequences on one strand (regardless of the strand). These parameters were determined empirically on plant datasets [46, 47]. The significance testing for the secondary structure was conducted with RandFold [92].

Targets of miRNAs were predicted (allowing 4 mismatches) using the tomato ITAG cDNA v2.5. Expression values of miRNAs were normalized against the total number of genome-mapping reads [48] and changes in the expression were calculated as offset-fold change as described in Mohorianu et al., [25]. The p-values were calculated based on the standardized distribution of differential expression for all genome-matching sRNAs. *TAS* loci were predicted based on phased 21-nt sRNAs characteristic of ta-siRNA loci using a TASI prediction tool (UEA sRNA toolkit). Gene ontologies were assigned using the Blast2go tool (http://www.blast2go.com/b2ghome).

### Quantitative PCR

Expressions of miRNAs and ta-siRNAs were validated using the Mir-X™ miRNA First-Strand Synthesis and SYBR® RT-qPCR kit (Clontech). In a single reaction, sRNA molecules were polyadenylated and reverse transcribed using poly(A) polymerase and SMART™ MMLV Reverse Transcriptase provided by the kit. List of miRNA and ta-siRNA forward primers is provided in Additional file 1: Table S8. U6 small nuclear RNA was used as a reference for data normalization. QPCR conditions were set at 95 °C for 10 s, followed by 40 cycles of 95 °C for 5 s, and annealing/extension at 60 °C for 20 s. Changes of expressions were calculated as normalized fold ratios using the ΔΔCT method [93]. QPCR validations of miRNA target genes were carried out using the SensiFAST SYBR Lo-ROX kit (Bioline). First-strand cDNAs were synthesized using the PrimeScript First Strand cDNA Synthesis kit (Takara). Gene-specific primers spanning the miRNA cleavage sites were designed and listed in Additional file 1: Table S8. Housekeeping *α*-*tubulin* and *CAC* genes were used as reference genes for data normalization (data were shown only for *α*-*tubulin*). PCR conditions were set at 95 °C for 2 min, followed by 40 cycles of 95 °C for 5 s, and annealing/extension at 60 °C for 20 s.

### 5′-RACE analysis

miRNA targets of interest were functionally validated using the GeneRacer kit (Invitrogen) through RNA ligase-mediated rapid amplification of 5′ cDNA ends (RLM-5′ RACE). In brief, 5 μg of total RNA was used to purify the mRNA. The 5′ RNA adaptor was ligated to the degraded mRNA with a 5′ free phosphoric acid by T4 RNA ligase, followed by a reverse transcription reaction. Subsequently, 1 μl of 10X diluted reverse transcription product was used to amplify the 5′ end of the corresponding targets using the 5′ GeneRacer and 3′ gene-specific primers. Final PCR products were analyzed by gel electrophoresis and cloned into the pCR®4-TOPO vector (Invitrogen). Ten different colonies were subjected to sequence analysis. The reverse gene-specific primers are listed in Additional file 1: Table S9.

### In situ hybridization

Flower buds were fixed overnight in 4 % paraformaldehyde, then dehydrated using a graded ethanol series (50, 70, 95 and 100 %) and embedded in Paraplast® Plus™ chips. Transverse sections of 8 μM thick were prepared from the embedded blocks using a Leica Ultracut R ultramicrotome (Leica Bensheim, Germany). In situ hybridization was carried out following the protocol described by Javelle and Timmermans, [94]. 5′-end DIG-labeled oligo-probes (Additional file 1: Table S10) with sequences complementary to miR159, *GAMYBL1*, *PMEI*, *cystatin*, and murine miR122a (as a negative control) were synthesized by Eastport (Eastport, Czech Republic). Probe concentration of 10 nM and hybridization temperature of 50 °C were experimentally identified as optimums. In situ localization signals were detected in colorimetric reactions using DIG-specific antibody coupled to alkaline phosphatase.

### Experimental design and statistical analysis

The experiments were arranged in a completely randomized design with three biological replications. Data were subjected to analysis of the variance (ANOVA) and duncan new multiple range test (DNMRT *p* = 0.05) for comparison of the means using the SAS software version 9.2.

## Additional files

Additional file 1: Table S1. List of the identified known miRNAs in WT and *7B*-*1* anthers. **Table S2.** List of the new miRNAs identified from WT anthers. **Table S3.** List of the new miRNAs identified from *7B*-*1* anthers. **Table S4**. List of miRNA-target cleavage sites. **Table S5.** List of tasiRNAs and their predicated target genes. **Table S6.** List of the identified *TAS3*-derived tasiRNAs from WT library. **Table S7.** List of the identified *TAS3*-derived tasiRNAs from *7B*-*1* library. **Table S8.** List of the primers used for RT-qPCR analysis. **Table S9.** List of the primers used for 5′-RACE analysis. **Table S10.** List of the DIG-labeled oligo-probes used for in situ hybridization. (DOCX 676 kb) Additional file 2: Figure S1. Hairpin structures of new miRNA precursors. **Figure S2.** 5′- RACE validation of tasi*ARFs* target genes in *7B*-*1* anther and stem. **Figure S3.** RT-qPCR validation of tasi*ARFs* target genes in *7B*-*1* anther and stem. **Figure S4.** RT-qPCR validation of *cysteine protease* and *polygalacturonase* in *7B*-*1* anthers and stem. **Figure S5.** RT-qPCR validation of miR159 and *GAMYBL1* in GA-treated *7B*-*1* anthers. **Figure S6.** Cytological study of anther development in *7B*-*1* and WT. (DOCX 4243 kb)

# Supplementary material for: Identification of miRNAs with potential roles in regulation of anther development and male-sterility in 7B-1 male-sterile tomato mutant
**Source:** BMC Genomics. 2015 Oct 28;16:878. doi: 10.1186/s12864-015-2077-0
**Supplement:** Additional file 1: Table S1. — List of the identified known miRNAs in WT and 7B-1 anthers. Table S2. List of the new miRNAs identified from WT anthers. Table S3. List of the new miRNAs identified from 7B-1 anthers. Table S4. List of miRNA-target cleavage sites. Table S5. List of tasiRNAs and their predicated target genes. Table S6. List of the identified TAS3-derived tasiRNAs from WT library. Table S7. List of the identified TAS3-derived tasiRNAs from 7B-1 library. Table S8. List of the primers used for RT-qPCR analysis. Table S9. List of the primers used for 5′-RACE analysis. Table S10. List of the DIG-labeled oligo-probes used for in situ hybridization.

**Table S1.** List of the identified known miRNAs in WT and *7B-1* anthers

**Table S2**. List of the new miRNAs identified from WT anthers.

| **Locus** | **Start** | **Stop** | **miRNA sequence** | **Normalized Expression** | | **DE**** | **Designation** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **WT** | ***7B-1*** |  |  |
| SL2.40ch02 | 49362089 | 49362109 | TTCTCCAGCCATTGTTTGTTT | 34.4 | 0.8 | 1.4 | Mir#W |
| SL2.40ch08 | 55732501 | 55732521 | TTTCTACCCCTTTTCGGCCTT | 11.7 | 1.7 | 0.5 |  |
| SL2.40ch01 | 14863601 | 14863621 | TATGCCTCTGACTTTCCTTCT | 14.5 | 4.2 | 0.5 |  |
| SL2.40ch11 | 7833133 | 7833154 | TTCTAGAATTCTCCACAAGCCT | 11.7 | 3.3 | 0.4 |  |
| SL2.40ch05 | 62780295 | 62780316 | TCCGACTGGCAAAGGACTTAGC | 19.5 | 9.2 | 0.4 |  |
| SL2.40ch10 | 4823991 | 4824012 | AGTACGGTAGGGGCAGAGGGAA | 30.9 | 18.3 | 0.4 |  |
| SL2.40ch04 | 94350 | 94371 | TTACCCCCGAACCCATTTTTTT | 12.1 | 4.2 | 0.4 |  |
| SL2.40ch03 | 61794716 | 61794736 | TTGGACTGAAGGGTTTCCTTC | 23.4 | 15.0 | 0.3 |  |
| SL2.40ch12 | 16028421 | 16028442 | ATCGGCGCCTGACCCTGAGATG | 19.2 | 12.5 | 0.3 |  |
| SL2.40ch10 | 1709809 | 1709830 | TAACTTCGTCTAGCTCGCCTTC | 870.6 | 790.2 | 0.1 | miR#A |
|  |  |  | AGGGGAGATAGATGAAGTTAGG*(3) |  |  |  |  |
| SL2.40ch01 | 66175618 | 66175639 | CACCGATGAGGATTTGGCCCCG | 22.4 | 19.2 | 0.1 |  |
| SL2.40ch11 | 31406729 | 31406749 | CCCTCGTGTTTAGTTGCCATC | 130.2 | 127.4 | 0.0 |  |
| SL2.40ch08 | 55643345 | 55643365 | TGGGACAAGGCGCCTCGAGGT | 2.5 | 3.3 | -0.1 |  |
| SL2.40ch08 | 60344195 | 60344216 | TGTTTGAGCTGTAGGAAGAAGG | 8.9 | 10.8 | -0.1 |  |
| SL2.40ch07 | 21405514 | 21405535 | GTAGCGAAATTCCTTGTCGGGT | 5.7 | 7.5 | -0.1 |  |
| SL2.40ch04 | 54853451 | 54853472 | TCTTCATCTGAAGCGAGCGCCT | 29.1 | 43.3 | -0.4 |  |
| SL2.40ch10 | 35829161 | 35829182 | AACCATTGGGACTGTAACTCGA | 2.5 | 10.0 | -0.4 |  |
| SL2.40ch04 | 3142591 | 3142611 | TGGGGAGGGTGGTGTGTACGC | 7.1 | 17.5 | -0.5 | miR#B |
|  |  |  | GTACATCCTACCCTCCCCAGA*(6) |  |  |  |  |

Highlighted miRNAs were present in both WT and *7B-1* libraries.

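The abundance values of Tables S2 and S3 are reads per 10000000 genome-matched reads. The reads could be counted in both libraries for 22 of the 23 sequences, and the other, of 20 nt, is shorter than the deposited sequences.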

* Indicates miRNA* and numbers in the parenthesis are the raw read counts.

** DE is differential expression values which were calculated as log2-fold changes of the expression. Negative and positive values mean up- and down regulation of the expression in *7B-1*, respectively. DE value of ±1 was considered as a cutoff value for significant changes of the expression.

**Table S3**. List of the new miRNAs identified from *7B-1* anthers.

| **Locus** | **Start** | **Stop** | **miRNA sequence** | **Normalized Expression** | | | **DE**** | **Designation** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **WT** | ***7B-1*** | |  |  |
| SL2.40ch06 | 32482742 | 32482763 | TCCGACTGAGAATTGCAAAGGT | 226.0 | 15.8 | 2.78 | | mir#M |
| SL2.40ch02 | 20444357 | 20444378 | TGAATGATGAGGAGATGAACTT | 22.4 | 7.5 | 0.62 | |  |
| SL2.40ch03 | 61794716 | 61794736 | TTGGACTGAAGGGTTTCCTTC | 23.4 | 15.0 | 0.31 | |  |
| SL2.40ch11 | 13374075 | 13374094 | TTGCGTCGTTGTGCCTGGGC | 41.5 | 34.1 | 0.18 | |  |
| SL2.40ch10 | 1709809 | 1709830 | TAACTTCGTCTAGCTCGCCTTC | 870.6 | 790.2 | 0.14 | | mir#A |
|  |  |  | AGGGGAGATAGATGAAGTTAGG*(3) |  |  |  | |  |
| SL2.40ch01 | 66175618 | 66175639 | CACCGATGAGGATTTGGCCCCG | 22.4 | 19.2 | 0.11 | |  |
| SL2.40ch08 | 60344195 | 60344216 | TGTTTGAGCTGTAGGAAGAAGG | 8.9 | 10.8 | -0.09 | |  |
| SL2.40ch04 | 54853451 | 54853472 | TCTTCATCTGAAGCGAGCGCCT | 29.1 | 43.3 | -0.37 | |  |
| SL2.40ch10 | 35829161 | 35829182 | AACCATTGGGACTGTAACTCGA | 2.5 | 10.0 | -0.42 | |  |
| SL2.40ch12 | 62673607 | 62673627 | CTCTGTAGAGCTTGGTGCAAT | 1.8 | 10.0 | -0.46 | |  |
| SL2.40ch04 | 3142591 | 3142611 | TGGGGAGGGTGGTGTGTACGC | 7.1 | 17.5 | -0.47 | | mir#B |
|  |  |  | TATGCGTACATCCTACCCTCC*(2) |  |  |  | |  |
|  |  |  | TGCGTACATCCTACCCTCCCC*(2) |  |  |  | |  |
| SL2.40ch01 | 58340333 | 58340354 | AGTGCATCCCGATTGTTCTCTC | 3.5 | 26.6 | -0.99 | |  |

Highlighted miRNAs were present in both WT and *7B-1* libraries.

* indicates miRNA* and numbers in the parenthesis are the raw read counts.

**DE is differential expression values which were calculated as log2-fold changes of the expression. Negative and positive values mean up- and down regulation of the expression in *7B-1*, respectively. DE value of ±1 was considered as a cutoff value for significant changes of the expression.

**Table S4**. List of miRNA-target cleavage sites

* Top strand corresponds to target transcript in 5ˊ-3ˊ direction, and bottom strand corresponds to the miRNA sequence in 3ˊ-5ˊ direction. Cleavage sites are highlighted.

**Table S5**. List of ta-siRNAs and their predicted targets.

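Table S5 gives the abundance of each ta-siRNA in each library in reads, with 0 for the other library where a sequence is listed from 1 library. The DE signs of the table follow the log2 ratio of WT to 7B-1.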

*DE is differential expression values where are only presented for ta-siRNAs found in both WT and *7B-1*. DE values were calculated as log_2_-fold changes of the expression (*7B-1*/WT). Negative and positive values mean up- and down-regulation of the expression in 7B-1, respectively. ** indicates targets which have identified from multiple loci.

**Table S6**. List of the identified *TAS3-*derived ta-siRNAs from WT library.

*, ** show D7 and D8 tasi*ARFs*, respectively.

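Within the deposited lengths, 67 of the 74 rows of Table S6 and 46 of the 51 rows of Table S7 were counted. All 67 and all 46 had the same number of reads as the table's abundance.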

**Table S7**. List of the identified *TAS3*-derived ta-siRNAs from *7B-1* library.

*, ** show D7 and D8 tasi*ARFs*, respectively.

**Table S8**. List of the primers used for RT-qPCR analysis.

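In Table S8, the primer named miR#B, TAACTTCGTCTAGCTCGCCTTC, has the sequence that Tables S2 and S3 name miR#A, and the primer named miR#D, TGGGGAGGGTGGTGTGTAC, begins the sequence they name miR#B. The primer named miR#A, ATGGGTAGCACAAGGATTAATG, has the sequence that Table S1 annotates as sly-miR6027-5p, which had 1217 reads in WT and 413 in 7B-1.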

| **Target candidate** | **Accession no.** | **Forward Primer (5'-3')** | **Reverse primer (5'-3')** |
| --- | --- | --- | --- |
| *ARF2* | Solyc03g118290.2.1 | AGTAGTTGTAGACACTTCAC | TTAACCCAGCTAGCAGGTGCT |
| *ARF3* | Solyc02g077560.2.1 | CAGACTTTGGGGAACCTTCT | AGCCTGGAACTTTGATGCTGG |
| *ARF4* | Solyc11g069190.1.1 | TGAGGAGTCAATAAGATCCTC | GGAAATTAGTACTGTAGGAGGG |
| *ARF8* | Solyc02g037530.2.1 | AATTGGGGCAGATGTTCGGT | CAATCAGTACTCCAGCGATCCA |
| *GAMYBL1* | Solyc01g009070.2.1 | CAACTCCTCTTCAGAGCCCA | ATGCTGTGTCTTGGGACTGG |
| *Cystatin* | Solyc00g071180.2.1 | GCAGTGATGGCAAACGTAGG | CACCTTCAGTGCCCTCAAAT |
| *PMEI* | Solyc03g112990.1.1 | GAGTTGCTGAATGTGGGTAC | AGGCCAAAAAGAAGTGCATGTG |
| *Cysteine protease* | Solyc07g053460.2.1 | TGCGGACATGACAAATCGAGA | ACAACCCCATCCTTCCTCCA |
| *Polygalacturonase* | Solyc07g044870.2.1 | CAGGTCAGCCAGGAGTGTTT | ACTCAAGTGGTGCCTTGCAT |
| *α-tubulin* | Solyc04g077020.2.1 | TGAGGTCTTCTCACGCATTGACCA | AATCCTTCTCGAGGGCAGCAAGAT |
| *CAC* | SGN-U314153 | CCTCCGTTGTGATGTAACTGG | ATTGGTGGAAAGTAACATCATCG |
| miR159 | MIMAT0000177 | TTTGGATTGAAGGGAGCTCTA | mRQ 3' primer* |
| miR390 | MIMAT0035479 | AAGCTCAGGAGGGATAGCG | mRQ 3' primer |
| miR319 | MIMAT0035479 | TTGGACTGAAGGGCGCTC | mRQ 3' primer |
| miR156 | MIMAT0009138 | TTGACAGAAGATAGAGAGCAC | mRQ 3' primer |
| miR167 | MIMAT0007917 | TGAAGCTGCCAGCATGATCTA | mRQ 3' primer |
| miR396 | MIMAT0035455 | TTCCACAGCTTTCTTGAACTG | mRQ 3' primer |
| miR#M | no entry | TCCGACTGAGAATTGCAAAGG | mRQ 3' primer |
| miR#A | no entry | ATGGGTAGCACAAGGATTAATG | mRQ 3' primer |
| miR#A* | no entry | TTCTCGTGAATCCTTCGGCTA | mRQ 3' primer |
| miR#B | no entry | TAACTTCGTCTAGCTCGCCTTC | mRQ 3' primer |
| miR#B* | no entry | AGGGGAGATAGATGAAGTTAGG | mRQ 3' primer |
| miR#C | no entry | TGTCGCAGATGACTTTCGC | mRQ 3' primer |
| miR#C* | no entry | ACGAGAGTCATCTGTGACAGG | mRQ 3' primer |
| miR#D | no entry | TGGGGAGGGTGGTGTGTAC | mRQ 3' primer |
| miR#D* | no entry | TGCGTACATCCTACCCTCC | mRQ 3' primer |
| D7 | no entry | TTCTTGACCTTGTAAGACCC | mRQ 3' primer |
| D8 | no entry | TTCTTGACCTTGTAAGACCTT | mRQ 3' primer |

* mRQ 3' primer was provided by the Mir-X™ miRNA First-Strand Synthesis and SYBR® qRT-PCR kit (Clontech)

**Table S9**. List of the primers used for 5ˊ-RACE analysis.

| **Target candidate** | **Accession no.** | **GeneRacer 5' primer (5'-3')** | **Gene-specific 3' primer (5'-3')** |
| --- | --- | --- | --- |
| *ARF2* | Solyc03g118290.2.1 | CGACTGGAGCACGAGGACACTGA | TTAACCCAGCTAGCAGGTGCT |
| *ARF3* | Solyc02g077560.2.1 | CGACTGGAGCACGAGGACACTGA | AGCCTGGAACTTTGATGCTGG |
| *ARF4* | Solyc11g069190.1.1 | CGACTGGAGCACGAGGACACTGA | GGAAATTAGTACTGTAGGAGGG |
| *ARF8* | Solyc02g037530.2.1 | CGACTGGAGCACGAGGACACTGA | CAATCAGTACTCCAGCGATCCA |
| *GAMYBL1* | Solyc01g009070.2.1 | CGACTGGAGCACGAGGACACTGA | ATGCTGTGTCTTGGGACTGG |
| *Cystatin* | Solyc00g071180.2.1 | CGACTGGAGCACGAGGACACTGA | CACCTTCAGTGCCCTCAAAT |
| *PMEI* | Solyc03g112990.1.1 | CGACTGGAGCACGAGGACACTGA | AGGCCAAAAAGAAGTGCATGTG |

**Table S10**. List of the DIG-labeled oligo-probes used for in situ hybridization.

| **Target candidate** | **Probe sequence (5'-3')** |
| --- | --- |
| miR159 | TAGAGCTCCCTTCAATCCAAA |
| *GAMYBL1* | ACTGATGCAGAGAATTGACTT |
| *PMEI* | AGGCCAAAAAGAAGTGCATGTG |
| *Cystatin* | CACCTTCAGTGCCCTCAAAT |
| miR122a | TGGAGTGTGACAATGGTGTTTG |

# Supplementary material for: Identification of miRNAs with potential roles in regulation of anther development and male-sterility in 7B-1 male-sterile tomato mutant
**Source:** BMC Genomics. 2015 Oct 28;16:878. doi: 10.1186/s12864-015-2077-0
**Supplement:** Additional file 2: Figure S1. — Hairpin structures of new miRNA precursors. Figure S2. 5′- RACE validation of tasiARFs target genes in 7B-1 anther and stem. Figure S3. RT-qPCR validation of tasiARFs target genes in 7B-1 anther and stem. Figure S4. RT-qPCR validation of cysteine protease and polygalacturonase in 7B-1 anthers and stem. Figure S5. RT-qPCR validation of miR159 and GAMYBL1 in GA-treated 7B-1 anthers. Figure S6. Cytological study of anther development in 7B-1 and WT.

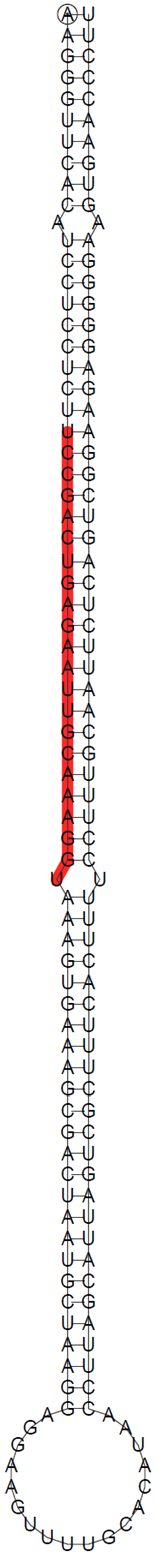

miR#W

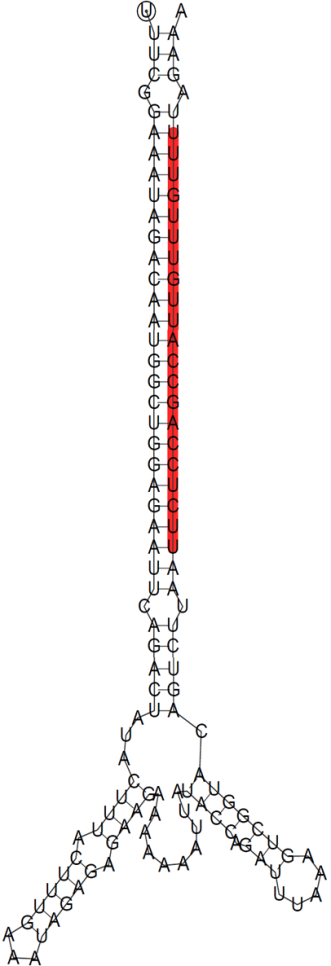

miR#M

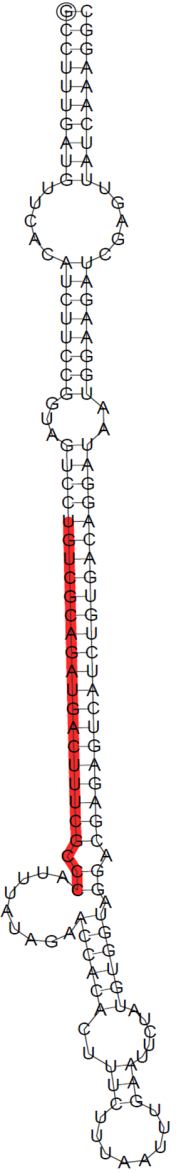

miR#A

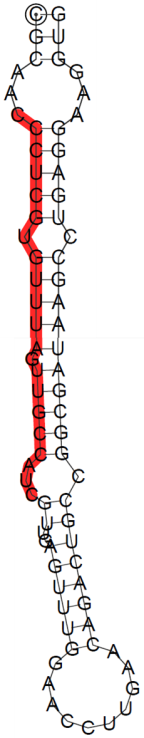

miR#B

**Figure S1** Hairpin structures of new miRNA precursors as determined by the RNAfold program. The miRNA sequences are in highlighted in red.

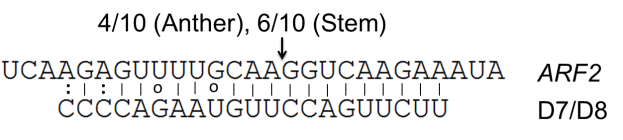

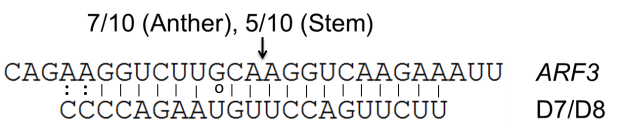

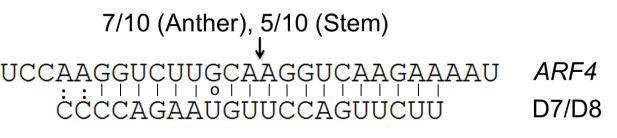

**Figure S2** 5ˊ- RACE validation of tasi*ARFs* target genes in *7B-1* anther and stem. Gene transcripts are in 5ˊ-3ˊ and tasi*ARFs* in 3ˊ-5ˊdirections. The arrows indicate the cleavage sites of target mRNA and numbers above them indicate frequency (out of 10) of sequences found at the exact miRNAs cleavage sites. Watson-Crick pairing (vertical dashes), G-U wobble pairing (circles), and other mismatches (:) are indicated.

**Figure S3** RT-qPCR validation of tasi*ARFs* target genes in *7B-1* anther and stem. Expression changes are presented as normalized fold changes between *7B-1* and WT reference tissue. Positive and negative values indicate up- and down-regulation of the expression, respectively. Two-fold threshold was considered as a cutoff value for significant changes in the expression. Error bars represent standard errors of three biological replicates based on DMNRT (p = 0.05).

**Figure S4** RT-qPCR validation of *cysteine protease* and *polygalacturonase* in *7B-1* anthers and stem. Expression changes are presented as normalized fold changes between *7B-1* and WT reference tissue. Positive and negative values indicate up- and down-regulation of the gene expression, respectively. Two-fold threshold was considered as a cutoff value for significant changes in the expression. Error bars represent standard errors of three biological replicates based on DMNRT (p = 0.05).

**Figure S5** RT-qPCR validation of miR159 and *GAMYBL1* in GA-treated *7B-1* anthers. Expression changes are presented as normalized fold changes between GA-treated and H_2_O-treated anthers (reference tissue). Positive and negative values indicate up- and down-regulation of the expression, respectively. Two-fold threshold was considered as a cutoff value for significant changes in the expression. Error bars represent standard errors of three biological replicates based on DMNRT (p = 0.05).

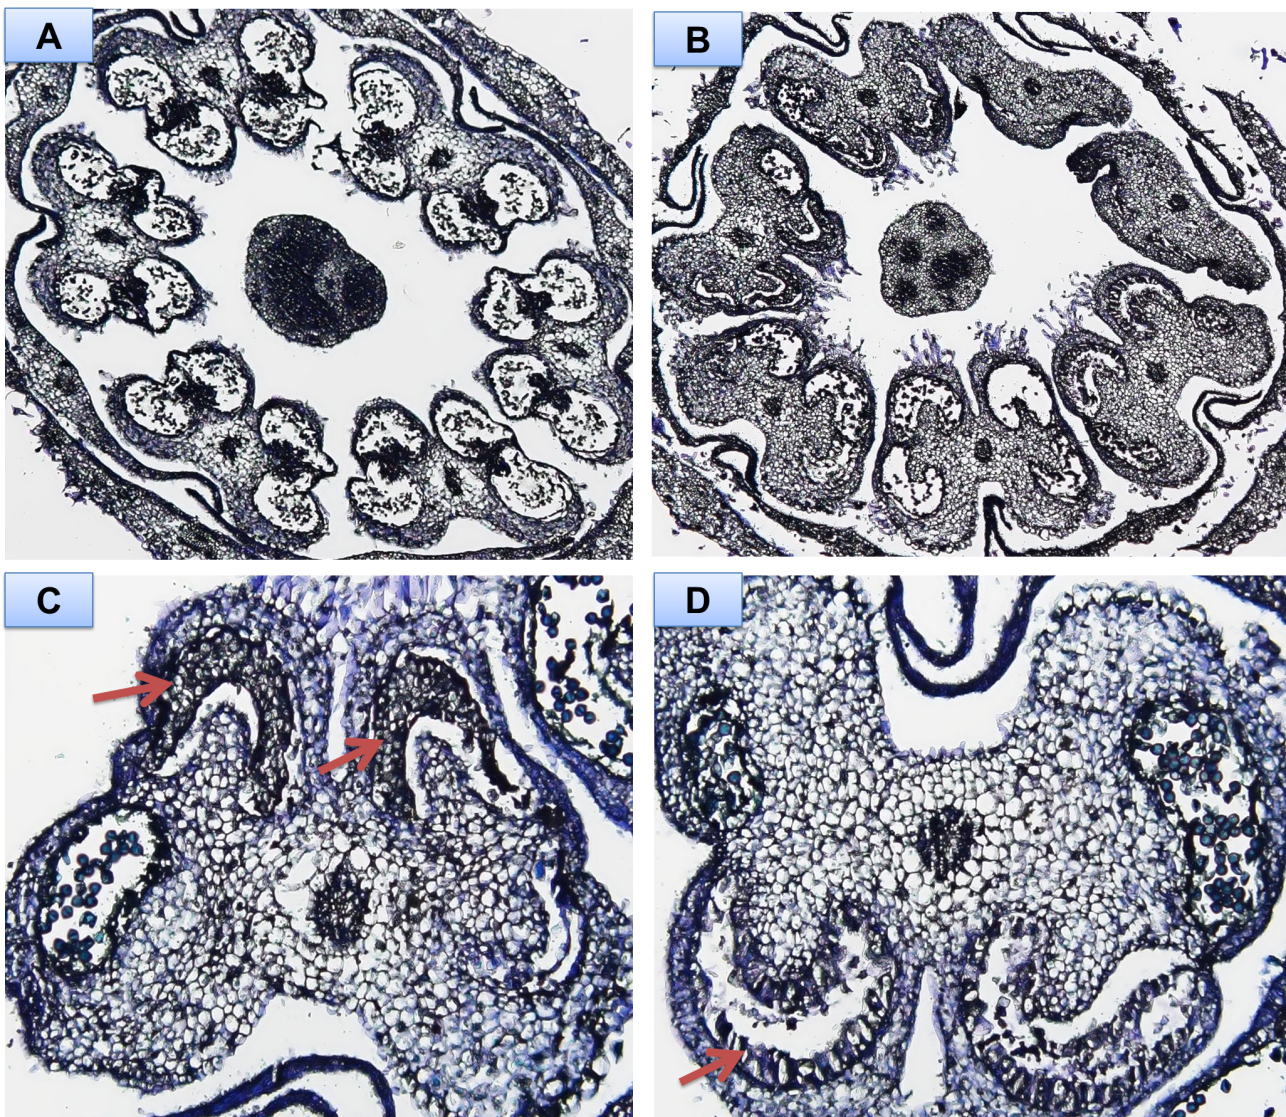

**Figure S6** Cytological study of anther development in *7B-1* and WT. A: micrograph of WT anthers, where anther development is synchronized within a flower bud. B: micrograph of *7B-1* anthers, where anther developments is not synchronized within anther lobes and different anthers. C: micrograph of *7B-1* anther showing arrested (indicated by arrows) and free uninucleate microspores. D: micrograph of *7B-1* anther showing vacuolated (indicated by arrow) and degenerated tapetum.

How the deposited data were processed for this re-analysis (not part of the article)

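Small RNA of WT and 7B-1 tomato anthers, pooled over 3 stages, was sequenced as 1 library per genotype, so the comparison rests on 2 libraries and has no replicate. The authors trimmed the adaptors, collapsed identical reads and deposited a raw read count for every unique sequence of each library. The deposited counts were not normalized. Their totals, 41535175 reads for WT and 17760060 for 7B-1, lie between the adaptor-removed and the genome-matched totals of Table 1, and all sequences are 21 to 42 nt long. Conditions were taken from the sample labels together with the paper's description of the libraries.

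Sequences named in Table 2 and in Tables S1 to S7 were looked up in the deposited counts by exact match. Sequences shorter than 21 nt could not be measured and were left out. No genome was used, so no read was mapped, and coordinates are those the authors' tables print. OFC was computed as the log2 ratio of WT to 7B-1 after adding 20 to the reads per 12000000 genome-matched reads (Table 2, Table S1 and all sequences) or per 10000000 (Tables S2, S3 and S5 to S7). The offset and both scales are those that the printed values of the authors' tables work out to. The paper's text names the offset fold change without giving the offset. It also names the genome-matching total and the RPM approach, which is a scale of 1000000 reads and not either of the scales of the printed values. The scale of 1000000 reads was run as an alternative. An absolute OFC of at least 1 was the cutoff, which is not a test. No p-value was computed across sequences, because sequences are not replicates.

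Shares of reads carry 95% Wilson intervals and log2 ratios of the 2 shares carry exact 95% Clopper-Pearson intervals, both for counting error only. The smallest count told from 0 was 3 reads. Families were taken by the miR number of the Table S1 annotation. Lists were placed among 10000 random lists matched on mean expression in 20 bins. The sequences named in the text were chosen by rule, apart from family sums, the Table S5 sequences whose counts differ from the paper's, the sequence of a Table S8 primer and the miR166 neighbours, which were named after seeing the data. By the rule they are the miRNAs of Table 2 with the members of their families past the cutoff, miR#W, miR#M, miR#A and miR#B with their star strands, D7, D8, the ta-siRNAs listed in both libraries, miR319, and the 3 sequences with the largest OFC in each direction among sequences of 20 to 24 nt with at least 100 reads in 1 library that are neither in those tables nor variants of Table S1 sequences.

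The rule for named sequences, the measures and the alternatives listed next were set before the data were examined. The alternatives were scales of 1000000, 10000000 and 12000000 reads, an offset of 1, the deposited totals, totals without miR165 and miR166 reads, the 24-nt total, the TMM factors of edgeR 4.0.16, the median of ratios of DESeq2 1.42.0, end variants summed, other read minimums, size classes without miR165 and miR166 reads, without sequences read once or subsampled to equal depth, and 50 expression bins. EdgeR and DESeq2 supplied scaling factors alone, and these were rescaled so that the geometric mean of the totals stayed the same. The Table S1 count past the cutoff, the grouping of miR165 with miR166 and of miR170 with miR171, the family sums and the sequences found in 1 library were added after seeing the data. Sequences found in 1 library were examined at 4 thresholds, and all 4 are reported.

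The scripts ran under Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and under R 4.3.3. They were tested on simulated data drawn from the real totals. Changes of 2 and -2 on the log2 scale were simulated, well past the cutoff, for sequences expected to have at least 100 reads in 7B-1, so recovery of changes near the cutoff was not tested. All 200 of the 200 changed sequences passed the cutoff in the right direction, 0 of 57441 unchanged sequences did, and the exact intervals covered the true ratio for 94.6% of 500 sequences. The simulated counts held Poisson counting noise alone. The 0 therefore does not measure how often PCR or other differences between 2 real libraries carry a sequence past the cutoff. Of 200 lists of unchanged sequences, 16 had a median outside the central 95% of their random lists.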

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

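The rule for the 3 sequences with the largest OFC in each direction was set before the data were examined. So were the scales, totals and offsets run for them. The other tests below were chosen after the results had been seen. All concern sequences of 20 to 24 nt outside the lists the paper analyses, compared between 2 libraries without replicates.

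Among sequences with at least 100 reads in 1 library, the 3 with the largest OFC in each direction had many more reads in 1 library than the 3 that the depth can tell from 0. Those lower in 7B-1 had an OFC of 4.54 (22 nt, 39453 reads in WT and 704 in 7B-1), 4.49 (22 nt, 5645 and 88 reads) and 4.36 (23 nt, 2747 and 38 reads). The third holds the end of the 5′ adaptor, CTACAGTCCGACGATC, and is thus a technical product. Those higher in 7B-1 had an OFC of -6.36 (24 nt, 5 and 1798 reads), -6.11 (22 nt, 0 and 1362 reads) and -4.91 (24 nt, 3 and 620 reads). The reverse complement of the first of these also had reads in 7B-1 and 0 in WT. No genome was used here, so a plant origin of these sequences was not tested, and neither was an origin in another organism. All 6 kept their direction and side of the cutoff under each of the scales, totals and offsets that were run.

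Sequences with many reads in 1 library and few or none in the other were counted at 4 thresholds, and all 4 are given because the thresholds were tried one after another. With at least 235 reads in WT and 0 in 7B-1 there were 18, and with at least 100 reads in 7B-1 and 0 in WT there were 23. At 118 and 50 reads, with at most 1 read in the other library, there were 57 and 52. At 71 and 30 reads with 0 in the other there were 104 and 101, and at 47 and 20 reads there were 185 and 188. If every sequence had the same share in both libraries, 3.12e-35, 4.26e-15, 5.39e-09 and 5.87e-05 such sequences would be found by sampling at the 4 thresholds, so independent sampling of reads does not account for them. PCR reads are not independent molecules, and uneven amplification of few molecules was not tested. The end of the 5′ adaptor was found in 0, 0, 1 and 1 of them. A candidate explanation is base variants between the 2 plant lines. At the 4 thresholds, 1, 3, 9 and 10 of the sequences found in WT had a partner 1 base away among those found in 7B-1, where 1000 random sets of sequences read in both libraries had at most 0, 0, 1 and 2. The pair with the most reads was 22 nt long, with 832 reads in WT for the first and 269 in 7B-1 for the second, and differed by A9C counted from 1 at the 5′ end. Such partners cover a small part of these sequences, 10 of 185 at the lowest threshold. Uneven amplification, reads of another organism, a batch difference and an effect of the genotype were not tested for the rest, so the pattern cannot be told apart from these.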

How the results depend on the processing

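No paired analysis was possible because there was 1 library per genotype. For each change below, the cause was not tested. The Table S1 count and the grouping of families were chosen after seeing the data. MiR164 (1.06 to 1.75), miR396 (1.09 to 1.81) and miR8006 (1.14 to 3.38) stayed past the cutoff under all alternatives run for Table 2, and the sign of all 10 Table 2 miRNAs was kept. All 32 families were present in both libraries at each read minimum, 30 when grouped.

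A scale of 1000000 reads left 4 of the 10 Table 2 miRNAs, 6 of the 13 Table S1 sequences and 0 of the 2 new miRNAs past the cutoff, and 45 of all sequences lower and 87 higher in 7B-1, where the reported counts were 689 and 1637. With an offset of 1, the counts were 20 Table S1 sequences, 12 new miRNAs, 9 ta-siRNAs, and 12616 sequences lower and 10459 higher. With the deposited totals, 437 were lower and 979 higher. Without miR165 and miR166 reads in the totals, 2760 were higher. With the 24-nt total, 1340 were lower, 904 were higher and 1 ta-siRNA passed the cutoff, so that the direction with more sequences changed. The same change of direction was found with an offset of 1. Median of ratios also gave 1 ta-siRNA. At a minimum of 100 reads, 455 were lower and 545 higher. Summing end variants gave 4 new miRNAs. At 10 reads in each library, 12 new miRNAs and 20 ta-siRNAs were present in both libraries. The median OFC of all sequences was 0.045 as reported, 0.16 with the 24-nt total, 0.12 with an offset of 1, 0.20 at 100 reads and -0.0098 with TMM. Without the offset, the 24-nt total raises each log2 ratio by 0.39. The median of the Table S1 sequences changed sign, from 0.032 to -0.085, without miR165 and miR166 reads in the totals, and that of their random lists moved with it.

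Without miR165 and miR166 reads, the ratio of 21-nt to 24-nt reads was 0.658 in WT and 0.482 in 7B-1, and the complexity of the 21-nt class 0.0665 and 0.111. Without sequences read once, the ratio was 2.53 and 2.92 for total reads and 0.197 and 0.161 for unique sequences, and the complexity 0.00909 and 0.00754 at 21 nt and 0.117 and 0.137 at 24 nt. Subsampling gave WT a complexity of 0.0271 at 21 nt and 0.306 at 24 nt. The 24-nt class kept the higher complexity in both libraries under each of these, including the setting without miR165 and miR166 reads.

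Family sums left aside, the sign of an OFC value changed in 6 comparisons, which concern 4 OFC values. Of the family sums, 5 changed sign without miR165 and miR166 reads in the totals, 3 with the 24-nt total, 6 with TMM and 1 with median of ratios. MiR#A was -0.0074 without miR165 and miR166 reads in the totals and -0.028 with TMM. With the 24-nt total, the ta-siRNA TCCAGAAATTGTCGCCTTGGA was 0.18, TGAAGGTCCGAGGTTGAGGTT 0.24 and the summed TAS3-derived reads 0.27, each less than the 0.39 by which that total moves all ratios, and the summed reads were 0.019 with median of ratios. Of the 246 comparisons of single OFC values, 220 kept their direction and side of the cutoff, 18 fell within it and 2 moved past it. The 246 take in the sequences named for the largest OFC and ta-siRNA values near 0, which lie far from the cutoff. The 220 are thus no measure of stability near it. Those that fell within it were all of Table 2 miRNAs, miR#M or miR#W. Of the Table 2 miRNAs, miR530 fell within the cutoff under the most alternatives. It was 0.33 with the scale of 1000000 reads, 0.996 with that of 10000000, 0.95 with the deposited totals, 0.96 without miR165 and miR166 reads in the totals and 0.90 with TMM. MiR166 was -0.54 with end variants summed. That sum takes in TCGGACCAGGCTTCATTCCCC, annotated as miR165, with 2934482 reads in WT and 1348822 in 7B-1. The paper's annotation allowed mismatches, so it does not settle whether this sequence is miR166. If it is, the summed value is one of miR166 and lies within the cutoff. The 7B-1 library holds 6 reads of D7, 2 of D8 and 1 of miR#W, so the size of their differences is poorly bounded.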

Differences from the paper's values

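Read counts, shares and counts of sequences are compared with the paper's by a ratio of more than 1.5, and DE values by more than the rounding of the printed value. No replicate error was available. By this measure the reads and DE values of all 10 Table 2 miRNAs and the normalized values of Table S1 were the paper's.

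For 22 sequences that Table S5 lists from WT, the paper's value in 7B-1 is 0 reads. The deposited counts in 7B-1 were 7 for TACCCTACCAAAGTCGACATT, 2 for TTTCGGGCATAGGTTGAGGGG, 33 for ATATTCTATCCTGGTGTCGGA, 5 for TTCTGAGTTCACACTGTGACT, 7 for TTTCTACCCCTTTTTAGCCTA, 16 for TCCTATTACCCCCCTGAACTT, 2 for TCTGTTCTATAGGCTCGTACC, 119 for ATGTCAGCCCAACTCCTCCTG, 5 for CCCGTGGACGTAGCCAATTTA, 8 for TAGAATGAGGATCGGAGTGTC, 60 for CGCGGCGTCGTTGAGGAATGC, 18 for TGTGGCCTTAGAGCAAAGACT, 118 for ATCACTACTTCTCCCAATATC, 9 for AGAGAAAAAGGCCAACGAATT, 3 for TTCTACCCCTTTTCGGCCTAC, 1 for TACTAAGGTCCTATTACCCCC, 5 for ACAACATCATCGAACAACCTT, 2 for CACCCGATCCATATTCTATCC, 39 for TTTTCTACCCCTTTTCGGCCT, 6 for TTTTCTACCCCTTTTCAGCCT, 4 for ATAAAACTGCTCCCTCTCTTC and 75 for TACGCAGCAGATCTCCACGAC. For 7 sequences that Table S5 lists from 7B-1, the paper's value in WT is 0 reads. The deposited counts in WT were 288 for TTCTCCTTCCTTGTCTATCCC, 140 for CCCGAAATCCCAGAGACACAC, 219 for TAATGCTGGAACTTGCACACC, 3.2e+02 for TTGCAGTTCTGGATAAGTGGC, 17 for TTTTCTACCCCTTTTTGGCCT, 84 for ATCCAGGGCAACAAGAAACTT and 272 for TCTCAAGTCATCCCACTCATT. TACGCAGCAGATCTCCACGAC is also listed from both libraries in Table S5, there with the paper's 134 and 75 reads, which are the deposited counts. The read minimums set before the data were examined do not change a count, but 14 of the 22 counts in 7B-1 are below 10 reads and 6 are below 5, while 0 of the 7 in WT are.

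The paper gives 7 ta-siRNAs from both libraries, 25 from WT and 7 from 7B-1. By at least 1 read there were 35, 3 and 0. At a minimum of 5 reads there were 29, 9 and 0, and at a minimum of 10 reads 20, 18 and 0. The last setting brings the number from WT to within the ratio of 1.5 of the paper's 25, and no setting does so for the others. The paper's numbers are of ta-siRNAs predicted from each library, which it does not treat as specific to that library. Read presence is an unlike measure. Of the new miRNAs, the paper gives 7 from both libraries, 11 from WT and 5 from 7B-1, and by at least 1 read there were 22, 0 and 0 among the 22 within the deposited lengths. At a minimum of 5 reads there were 18, 4 and 0, and at 10 reads 12, 7 and 2. None of the alternatives set before the data were examined closed the gap. Read presence is an unlike measure, however. Tables S2 and S3 print values above 0 in both libraries for each new miRNA. MiR#M, listed from 7B-1, has 226 in WT there. The paper's numbers thus follow the library a sequence was listed from, although its text speaks of presence.

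The star strand AGGGGAGATAGATGAAGTTAGG has 3 reads in WT in the paper's Table S2, and 5 reads were deposited. No alternative applies. For unique sequences of 21 nt in 7B-1, the paper's value is about 50000 in Fig. 1, read by eye, and the deposited number was 90267, before genome matching. No alternative was set for it.

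The paper states that most sRNAs were 21–24 nt. In the deposited reads of all lengths their share was 31.8% in WT and 38.8% in 7B-1, and among lengths of 21 to 30 nt it was 63.9% and 70.8%.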

Other observations

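For the larger 24-nt share of the 7B-1 library, the tests on abundant sequences, on sequences read once and on the first base were set before their results were seen. The totals without miR165 and miR166 reads, used for the Table 2 miRNAs lower in 7B-1, were an alternative set before the data were examined. All other tests below were chosen after the result was seen.

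24-nt reads take a larger share of the 7B-1 library. A different length selection of the libraries would change the read ratio smoothly with length, but the log2 ratio at 24 nt differed from that at 23 and 25 nt by -0.45. The ratio was not smooth elsewhere either. It was 2.96 at 29 nt, next to 2.61 and 2.58, and 2.38 at 34 nt, next to 2.75 and 2.97. These departures were smaller than that at 24 nt, where it was 1.79 next to 2.46 and 2.44. Without the 100 most abundant 24-nt sequences of each library the log2 difference at 24 nt was -0.54, and without sequences read once it was -0.37, so neither explains the larger share. Without miR165 and miR166 reads, the log2 ratio of the 24-nt shares was -0.48. Over sequences read in both libraries the ratio against 23 and 25 nt was -0.42, which leaves open reads of another organism present in both libraries. The 24-nt reads with a first A were shifted toward 7B-1 by a log2 difference of -0.49 relative to the other 24-nt reads. The log2 of the WT to 7B-1 read ratio was 0.63 with a first A and 1.11 for the others. The latter is still below the log2 of the ratios at 23 and 25 nt, 2.46 and 2.44. The shift was thus not confined to reads with a first A. The stronger shift of reads with a first A goes with more 24-nt siRNAs of the kind with a 5′ A in the 7B-1 library, as a hypothesis. The pattern cannot be told apart from reads of another organism, and with 1 library per genotype it cannot be told apart from a difference between the samples pooled, either.

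The 7 Table 2 miRNAs lower in 7B-1 were tested against the miR165 and miR166 reads, which take 17.3% of the genome-matched total in WT and 25.3% in 7B-1. With these reads left out of the totals, 6 of the 7 stayed past the cutoff. Leaving them out moves each log2 ratio without the offset by -0.15, and the reported OFC of these 6 was 1.32 or higher. With them left out, the OFC of the 7 ran from 0.96 (miR530) to 2.81 (miR8006). These values argue against the miR165 and miR166 reads in the totals as the source of the 7 differences. What does account for the differences is left open. No other explanation for the 7 was tested.

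The miR166 variants TTTCGGACCAGGCTTCATTCC and TGTCGGACCAGGCTTCATTCC rose more in 7B-1 than the Table 2 sequence, by 1.68 on average relative to it on the log2 scale. Base errors from the Table 2 sequence are a candidate explanation, and the 2 summaries of the other 61 sequences 1 base away gave different answers. Their median rise was 0.36, less than 0.84, the bound of the test, but their summed reads rose by 0.89, from 2.88% to 5.34% of the reads of the Table 2 sequence. Of these neighbours, 47 rose and 14 fell. The one with most reads in 7B-1, A17C counted from 1 at the 5′ end, rose by 1.66 and held 42571 of the 82107 reads, and without it the rise of the summed reads was 0.36. The log2 change was -3.25 for T14A and -3.21 for C16A, so the neighbours did not move together. The rise of these variants therefore cannot be told apart from base errors that differ between the libraries.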
